# Chronic IL-1 Exposure Attenuates IL-1 Response and Alters Gene Expression Regulation While Maintaining Therapeutic Sensitivity in BCa Cell Lines

**DOI:** 10.3390/ijms27136039

**Published:** 2026-07-05

**Authors:** Rafah Falah, Roopal Dhar, Stephanie Yamauchi, Monica Bautista, Mohammed Kanchwala, Liu Yan, Dinesh Raju, Linyi Xu, Kylah Reliford, Afshan Nawas, Samrah Ali, Justin Fang, Ola Olaleye, Jyotsna Tera, Rana Abdelaziz, Reshmika Kanakala, Aniketh Sudunagunta, Subhash Eedarapali, Emmalee Burr, Basir S. Mansoor, Nicole Roos, Sydney Diep, Hiba Afaq, Niranjana Pillai Rajesh, Saanvi Manohar, Jennifer Odikpo, Abhinav K. Jain, Zhenyu Xuan, Chao Xing, Nikki A. Delk

**Keywords:** breast cancer, estrogen receptor, progesterone receptor, Interleukin-1, acute inflammation, chronic inflammation

## Abstract

Chronic inflammation is a hallmark of the breast cancer tumor microenvironment and is also known to be associated with disease progression and therapeutic response. Interleukin-1 (IL-1) signaling has been widely studied in breast cancer biology; however, the long-term effect of sustained IL-1 exposure on hormone receptor-positive breast cancer cells remain poorly understood. In this study, we investigated how chronic IL-1 exposure influences inflammatory response, hormone dependency, and therapeutic sensitivity in ERα+/PR+ breast cancer models, MCF7 and T47D. Chronic IL-1 exposure attenuated response to subsequent acute IL-1 treatment, but the chronically exposed cells remained sensitive to serum deprivation, retained dependence on estrogen or progesterone receptor signaling, and responded robustly to endocrine and chemotherapeutic treatments. Extensive changes in basal gene expression and histone modification revealed that chronic IL-1 exposure alters transcriptional reprogramming and chromatin remodeling. Together, these findings demonstrate that chronic IL-1 signaling drives selective inflammatory response in hormone receptor-positive MCF7 and T47D breast cancer cells. This work underscores the continued therapeutic relevance of hormone receptor-targeted strategies in chronically inflamed tumors and provides insight into how sustained inflammatory stress shapes tumor behavior and gene regulation predicted to promote tumor progression.

## 1. Introduction

Breast cancer (BCa) is a leading cause of cancer-related death among women worldwide [1]. Due to the intricate pathogenesis of the disease, it poses major obstacles in its treatment advancement and prevention [2]. Estrogen receptor α (ERα) and progesterone receptor (PR) are nuclear hormone receptors that drive the growth and progression of BCa [3,4]. Around two-thirds of patient tumors are hormone-receptor-positive (i.e., ERα+/PR+), and are therefore treated with endocrine therapies including selective estrogen receptor modulators (e.g., tamoxifen) and selective estrogen-receptor degraders (e.g., fulvestrant) that block ERα and PR activity [5]. Unfortunately, endocrine therapies are initially effective, but many tumors eventually recur or progress, highlighting the need to better understand external signals from the tumor microenvironment (TME) that shape how cancer cells adapt and respond to therapy.

The TME is replete with inflammatory cytokines that regulate tumorigenesis and tumor progression. Interleukin-1 (IL-1) is a widely studied inflammatory cytokine that exists in two biologically active forms, IL-1α and IL-1β, both of which bind to the same receptor, IL-1 receptor type 1 (IL-1R1), leading to recruitment of the co-receptor, Interleukin-1 Receptor Accessory Protein (IL-1RAcP), to activate the NF-κB pathway [6,7]. Although both IL-1 isoforms bind to the same receptor and show similar biological functions, they also have distinct functions, are encoded by distinct genes and differ in their regulation [8,9,10]. IL-1α is produced constitutively by multiple cell types and is secreted as an alarmin during necrosis. IL-1α also functions as a dual cytokine, localizing to the nucleus to regulate gene expression. IL-1β is secreted primarily by immune cells during inflammatory responses and requires cleavage by caspase-1 for activation and secretion. Both IL-1α and IL-1β are functionally and clinically relevant in cancer, including in BCa [10,11,12,13]. Both IL-1 isoforms promote EMT, stemness, senescence, angiogenesis, and metastasis and correlate with advanced BCa stage, basal subtype, and metastasis.

Acute inflammation is primarily anti-tumorigenic [14], and in kind, acute exposure to IL-1 inhibits the proliferation of ERα+/PR+ breast cancer cells [15]. However, prolonged exposure to inflammatory cytokines can lead to selective pressure that supports tumor growth and progression [14]. Using the human prostate cancer (PCa) cell line, LNCaP, we previously discovered that chronic exposure to IL-1 selects for cells that evolve insensitivity to IL-1 signaling and acquire androgen receptor (AR) independence and resistance to AR-targeted therapy [16]. Thus, IL-1 may contribute to PCa progression and hormone therapy resistance in patients. Because BCa and PCa are both hormone-receptor-driven cancers [17,18], chronic IL-1 exposure may likewise select for BCa cells that evolve IL-1 insensitivity and acquire endocrine resistance. In this study, we generated novel chronic IL-1 subline models using MCF7 and T47D human BCa cell lines to test IL-1 sensitivity, hormone receptor dependence, and chemotherapy sensitivity, and to identify changes in gene expression and epigenetic marks. Together, our studies aim to define how sustained inflammatory signaling influences tumor cell adaptation, including how chronic inflammation can lead to epigenetic modifications that underly gene regulation.

## 2. Results

### 2.1. Chronic IL-1 Selects for BCa Cells That Evolve Attenuated Response to Acute IL-1 Exposure

We previously reported that chronic IL-1 exposure selects for cells that evolve IL-1 insensitivity in androgen receptor (AR)-positive LNCaP, C4-2, and MDA-PCa-2b human prostate cancer (PCa) cell lines [16,19]. To determine if chronic IL-1 exposure has the same effect on hormone-receptor-positive breast cancer cells, we exposed MCF7 and T47D cells to IL-1 chronically for several months to establish chronic IL-1 sublines (described in “Materials and Methods”) and then assayed subline sensitivity to acute IL-1 treatment. To test for sensitivity to acute IL-1, parental control cell lines, referred to as MCF71 and T47D1, and their respective corresponding chronic IL-1 sublines, MCas1, MCbs1, T47Das1, and T47Dbs1, were treated acutely for 4 days with 25 ng/mL of IL-1α or IL-1β. Using the canonical IL-1-induced gene, *Lipocalin 2* (*LCN2*), as a surrogate for IL-1 sensitivity, we found that, in comparison to parental control cells, the MCF7 and T47D chronic IL-1 sublines show attenuated response to acute IL-1 treatment (Figure 1A). The attenuation mechanism requires thorough investigation, but RNA sequencing shows that among the sublines, MCas1, MCbs1, T47Das1, and T47Dbs1, *IL-1R1* or *IL-1RAcP* mRNA levels are not significantly differentially expressed (Table S1, Tab B and D), suggesting that the attenuated IL-1 response is not due to downregulation of the IL-1 receptor complex. 

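IL1R1, the gene of the receptor that carries the IL-1 signal, differed between the sublines of both cell lines: it was lower in the MCF7 sublines and higher in the T47D sublines than in parental cells. IL1RN, which encodes the IL-1 receptor antagonist, was higher in all 4 sublines, and IL1RAP, which encodes the co-receptor IL-1RAcP, was lower in MCbs1 and T47Das1. In RNA-seq of 3 libraries per group, each subline against vehicle-treated parental cells, the authors' deposited table gives IL1R1 log2 fold changes of -1.63 in MCas1 (FDR 1.19e-32) and -0.57 in MCbs1 (FDR 2.59e-05). In T47Das1 and T47Dbs1, the IL1R1 log2 fold changes in the authors' deposited table were 3.21 (FDR 5.62e-215) and 0.66 (FDR 1.03e-08). For IL1RAP, the authors' deposited tables give -0.20 in MCas1 (FDR 0.328), -0.58 in MCbs1 (FDR 0.00156), -0.83 in T47Das1 (FDR 3.21e-30) and -0.11 in T47Dbs1 (FDR 0.143). Log2 fold changes of IL1RN in the authors' deposited tables were 1.01 in MCas1, 2.46 in MCbs1, 3.94 in T47Das1 and 6.29 in T47Dbs1. At the study's cut-offs in both sublines of a line, the authors' deposited tables call IL1R1 up in T47D, IL1RN up in both lines, IL1R1 not in MCF7 and IL1RAP in neither line. IL1R1 was lower in MCas1 than in MCbs1 by a difference in log2 fold change of -1.05 (standard error 0.18, adjusted p = 1.3e-07), and higher in T47Das1 than in T47Dbs1 by 2.55 (standard error 0.15, adjusted p = 9.8e-63), in tests of the difference with standard errors derived from the authors' likelihood ratios. Of 17 measured genes of a list of IL-1 receptor and proximal signaling genes, fixed before the data were examined, 5 rose and 6 fell in MCas1, 2 and 6 in MCbs1, 8 and 8 in T47Das1, and 7 and 6 in T47Dbs1 at an FDR of at most 0.05 in the authors' deposited tables; adjusted over the list alone, 8 rose in T47Dbs1 and the other counts stayed as given. TAB2, an adaptor of the kinase TAK1, was among those that rose in T47Das1 and T47Dbs1 (0.82 and 0.66 in the authors' deposited table), and SIGIRR, an inhibitory receptor, among those that fell there (-0.70 and -0.95 in the authors' deposited table). The list as a whole did not pass limma's set test in any of the 4 sublines, with adjusted p of 0.597 in MCas1, 0.776 in MCbs1, 0.594 in T47Das1 and 0.635 in T47Dbs1.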

For rigor, we generated a second set of chronic IL-1 sublines and found, similarly, that the chronic IL-1 sublines show attenuated *LCN2* induction in acute IL-1 treatment (Figure S1A).

To better understand the timing of when chronically exposed cells develop reduced sensitivity to acute treatment, we treated MCF7 or T47D cells chronically with 0.5 ng/mL of IL-1α or IL-1β for 2, 4, 8, 24, and/or 26 weeks, and at each timepoint, we assessed LCN2 accumulation in response to a 4-day acute, 25 ng/mL IL-1α or IL-1β treatment. Attenuated cell response to acute IL-1 treatment is detectable within 8 weeks of chronic IL-1 exposure in MCF7 and T47D cells (Figure 1B). Together, our results reveal that attenuated sensitivity to acute IL-1 is a conserved, reproducible response to chronic IL-1 exposure.

### 2.2. Acute IL-1 Repression of Hormone Receptors and Cell Proliferation Is Retained in the BCa Chronic IL-1 Sublines

Acute IL-1 represses AR, estrogen receptor alpha (ERα), and progesterone receptor (PR) mRNA and protein accumulation in BCa and PCa human cell lines [5,19,20,21,22]. However, we discovered that under chronic IL-1 exposure, PCa cell lines eventually restore AR accumulation and subsequently evolve resistance to acute IL-1-induced *AR* repression [16,19]. Likewise, under chronic IL-1 exposure, MCF7 and T47D cells restore ERα and PR accumulation, but contrary to what we observed for LNCaP and MDA-PCA-2b PCa cell line backgrounds, the MCF7 and T47D chronic IL-1 sublines can maintain sensitivity to acute IL-1 repression of ERα and PR accumulation (Figure 1A,B and Figure S1A). Interestingly, we have repeatedly observed that PR levels become increasingly repressed during chronic exposure specific to T47D cells treated with IL-1α (Figure 1B), but PR re-emerge following removal from chronic IL-1α exposure (Figure 1A, Figure 2 and Figures S1A and S2A). This result reveals that, specific to the cell line background, chronic IL-1 exposure can differentially impact expression of different IL-1 target genes, and IL-1α and IL-1β can also have differential effects on shared target genes.

Acute IL-1 treatment is cytotoxic and cytostatic for PCa cell lines [16,19,23], while chronic IL-1-exposed PCa cells evolve insensitivity to acute IL-1-induced cytotoxicity and cytostasis [16,19,24]. We found that treating cells acutely for 1, 3, 5, and 7 days with 25 ng/mL of IL-1α or IL-1β reduces the proliferation rate of MCF7 parental cells but is not considerably cytotoxic (Figure 1A–C and Figure S1A,B). Thus, unlike the PCa chronic IL-1 sublines [16], the MCF7 chronic IL-1 sublines maintain sensitivity to acute IL-1-induced cytostasis (Figure 1C and Figure S1B). Finally, T47D parental and T47D chronic IL-1 sublines treated acutely with 25 ng/mL of IL-1α or IL-1β show only modest or no reduction in proliferation rate (Figure 1C and Figure S1B). Taken together, acute IL-1 can be cytotoxic and/or cytostatic, but maintaining acute sensitivity following chronic IL-1 exposure is dependent on the cell line background.

### 2.3. BCa Chronic IL-1 Sublines Maintain Dependency on ERα and PR Hormone Receptors

We [16] and others [21] have shown that chronic IL-1 exposure can induce AR independence in the LNCaP PCa cell line. To determine if chronic IL-1 exposure can also confer ERα or PR independence in MCF7 and T47D cells, we subjected parental and chronic IL-1 subline cells to hormone-receptor-targeting treatments that block cell proliferation—hormone receptor silencing [25], serum starvation [26,27], or the anti-estrogen, fulvestrant [28]. *ERα* or *PR* siRNA for 4 days (Figure 2A and Figure S2A); serum starvation for 1, 3, 5, and 7 days (Figure 2B and Figure S2B); or fulvestrant treatment for 1, 3, 5, and 7 days (Figure 2C and Figure S2B) each reduce ERα or PR nuclear accumulation in parental and subline cells, concomitant with a reduction in cell proliferation. These data indicate that, unlike the LNCaP chronic IL-1 sublines [16,29], the MCF7 and T47D chronic IL-1 sublines maintain hormone receptor dependency for cell growth.

### 2.4. BCa Chronic IL-1 Sublines Remain Sensitive to Chemotherapy

Acute IL-1 exposure (i.e., 24–96 h) has been shown to induce resistance to the chemotherapeutic, docetaxel, in lung and head and neck cancer models [30,31]. Docetaxel, at 10 nM concentration, is sufficient to begin inducing MCF7 [32] and T47D [33] apoptosis in vitro after 24–48 h. Therefore, to test if MCF7 and T47D chronic IL-1 sublines acquire docetaxel resistance, parental and subline cells were treated with 10 nM docetaxel for 1, 3, 5, and 7 days and were assessed for cell death and proliferation. Docetaxel inhibited cell viability and proliferation in parental and chronic IL-1 subline cells (Figure 3 and Figure S3). Thus, chronic IL-1 exposure does not confer docetaxel resistance in MCF7 and T47D cells.

### 2.5. Chronic IL-1 Expsoure Causes Changes in Basal Gene Expression in MCF7 and T47D BCa Cells

Chronic inflammatory response differs mechanistically from acute response [14]. Therefore, we wanted to identify which genes were altered by acute versus chronic IL-1 exposure. 

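The RNA-seq data cover 2 human breast cancer cell lines of the luminal, estrogen receptor positive type, MCF7 and T47D, with 10 groups of 3 libraries, or 30 libraries in all. In each line, parental cells (MCF71 or T47D1) were grown for 4 days with vehicle, with 25 ng/mL IL-1α or with 25 ng/mL IL-1β. The IL-1α sublines MCas1 and T47Das1 and the IL-1β sublines MCbs1 and T47Dbs1 had been grown in 0.5 ng/mL of their isoform, and were sequenced after culture with vehicle. The study's methods give 24 weeks of chronic exposure, and 28 weeks for T47Dbs1, while the sample labels give 6 months, and 7 months for T47Dbs1. The methods also give the time in normal growth medium before sequencing. It was 28 weeks for MCF71 and its sublines, 48 weeks for T47D1 and T47Das1, and 16 weeks for T47Dbs1. T47D1 had 24 passages there and T47Dbs1 had 14. Differences of T47Dbs1 from T47D1 therefore cannot be separated from this difference in culture. Only 1 subline per isoform and line was sequenced, so isoform and culture history cannot be separated. Tests of the sublines measure the spread between libraries of 1 culture. The authors name TopHat, featureCounts and edgeR and the genome build hg19 for the processing of stranded total RNA libraries, and their tables compare each group with vehicle-treated parental cells of its line. What they deposited for each line is a table of the acute comparisons and a table of the chronic comparisons, with a log2 fold change, the mean log2 CPM, a likelihood ratio, a p-value and an FDR per gene, together with lists of called genes and over-representation tables. These tables hold no values per library, so the depth of each library was not available here, no spread between replicates can be given, and neither a single library nor the pairing of replicates could be checked. The authors called a gene where both IL-1α and IL-1β gave a log2 fold change of at least 0.6 in the same direction, an FDR of at most 0.05 and a mean log2 CPM of at least 0. That mean was reached by 13421 of 20150 genes in the authors' deposited table of MCF7 and by 13512 of 19548 rows in the authors' deposited table of T47D. From these tables, the authors' calls were recounted, and overlaps of called genes were compared with the number that independent lists would share. Gene lists, 22 in all, were written before the deposited data were examined. Some members (S100A7A, S100A8, SAA1, IFI44 and IFI44L) had by then been seen in the study's supplement, which holds these comparisons. Lists with at least 3 measured genes were tested with limma's cameraPR on the signed roots of the likelihood ratios. Differences between comparisons were tested with standard errors derived from the fold changes and likelihood ratios. In simulated comparisons of 3 libraries with 3 at an assumed depth and spread, 86% of 50 genes changed by a log2 fold of 1 in both MCF7 comparisons were called, and 88% of 50 in T47D. Both comparisons of a table share their vehicle libraries, and 100 simulated pairs of unchanged groups gave correlations across genes of 0.499 in MCF7 and 0.501 in T47D between such comparisons.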

We performed RNA sequencing (RNA-seq) and differential gene expression analysis for the parental (MCF71, T47D1) cells treated acutely with 25 ng/mL of IL-1α or 25 ng/mL of IL-1β for 4 days and for the chronic IL-1 sublines (MCas1, MCbs1, T47Das1, T47Dbs1) grown in vehicle control only. At the time of sequencing, the sublines had been out of chronic IL-1 treatment and moved to and cultured in normal growth media for at least 20 weeks (described in “Materials and Methods”) in order to establish stable sublines and to assess stable differentially expressed genes (DEG), rather than transient responses. Finally, Over-Representation Analysis (ORA, *p*-value ≤ 0.05) gene ontology and Gene Set Enrichment Analysis (GSEA, top 15 enriched categories, FDR ≤ 0.25) [34] gene ontology were performed for DEGs to predict regulated biological processes and signaling pathways.

RNA sequencing reveals that MCF7 and T47D cell lines show largely distinct gene expression patterns in response to IL-1 treatment that are predicted to converge on similar biological processes (Table S1). 

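After 4 days of IL-1, acute phase genes and NF-κB target genes rose further in MCF71 than in T47D1, and genes of DNA replication fell further in MCF71. PGR, the progesterone receptor gene, rose in MCF71 and fell in T47D1, and ESR1, the gene of estrogen receptor alpha, fell further in MCF71. PGR had log2 fold changes in the authors' deposited tables of 0.46 with IL-1α and 0.66 with IL-1β in MCF71, and of -1.17 and -1.19 in T47D1. ESR1 had log2 fold changes in the authors' deposited tables of -1.22 and -1.20 in MCF71, and of -0.21 and -0.24 in T47D1. The difference between the lines in the mean log2 fold change, MCF7 minus T47D, was 1.74 for PGR (standard error 0.13, adjusted p = 2.9e-41) and -0.98 for ESR1 (standard error 0.11, adjusted p = 9.82e-17). Of 10 acute phase and antimicrobial genes measured in both lines, 10 had a higher log2 fold change in MCF7 and 0 in T47D at an adjusted p of at most 0.05 and with no minimum difference, as in the next 2 counts, with a median difference of 5.77 (adjusted p = 8.52e-134 from limma's set test). Among NF-κB target and cytokine genes, 10 of 14 were higher in MCF7 and 0 in T47D, with a median difference of 1.04 (adjusted p = 9.15e-22 from limma's set test). DNA replication genes differed by a median of -0.29, with 20 of 41 higher in T47D and 0 in MCF7 (adjusted p = 5.19e-05 from the same test). Over all 12418 genes with a standard error in both lines, 665 had a higher acute log2 fold change in MCF7 and 622 in T47D at an adjusted p of at most 0.05 and a difference of at least 0.6, or 1287 together, and 519 with standard errors 2 times as large. Across the 12449 genes measured in both lines, the mean acute log2 fold changes had a Pearson correlation of 0.346 and a Spearman correlation of 0.228; genes are not independent replicates.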

Acute IL-1 targets 1530 genes in MCF7 cells and 238 genes in T47D cells, with 96 target genes shared by MCF7 and T47D (Table S1, Tab A, C, E). 

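In MCF71, the 10 genes with the largest rises after acute IL-1 include genes of antimicrobial and acute phase proteins: S100A7A, S100A8 and S100A7, calcium-binding proteins of the epithelial defense, LCN2, which binds bacterial iron carriers, SAA1, serum amyloid A, and C3, the central complement component. In T47D1 the 10 largest rises included SAA4, SAA1 and SAA2, BIRC3, an inhibitor of apoptosis and NF-κB target, LCN2 and IL32, a cytokine. CXCL14, a chemokine, and CAV1, the coat protein of caveolae, were among the genes that fell most in MCF71, and FREM2, an extracellular matrix protein, and H19, an imprinted non-coding RNA, among those that fell most in T47D1. Log2 fold changes with IL-1α and IL-1β in the authors' deposited table of MCF7 were 11.85 and 11.81 for S100A7A, 11.15 and 11.20 for LCN2, 11.24 and 10.96 for SAA1, -4.35 and -4.28 for CXCL14 and -3.59 and -3.58 for CAV1. In the authors' deposited table of T47D, they were 2.50 and 2.60 for SAA4, 1.82 and 1.87 for BIRC3, 1.54 and 1.68 for LCN2 and -2.53 and -2.18 for FREM2. Recounted at the study's cut-offs, the authors' deposited tables call 1531 genes in MCF7, 751 up and 780 down, and 238 in T47D, 151 up and 87 down. The balance of directions turned in MCF7 with a mean CPM of at least 5 (519 up and 461 down), no fold change cut-off (2293 and 2147) or a log2 fold change of at least 1 (399 and 312), and in T47D with calls in either comparison (201 and 238). Of the 12449 genes measured in both lines, 97 were called in both: 70 up in both, 18 down in both and 9 in opposite directions. Independent lists of these sizes would share 15.0 genes, and the overlap was 6.47 times as large (exact p = 3.61e-59, one-sided Fisher's exact test). SAA1, LCN2, C3, CFB, SAA2 and BIRC3 were among the 10 shared genes with the largest mean change, all of them up in both lines. H19, also among these 10, went opposite ways, with mean log2 fold changes of 4.32 in MCF71 and -1.59 in T47D1. The shared genes held 8 of 14 NF-κB target and cytokine genes, against 0.109 by chance (adjusted p = 7.71e-13, Fisher's exact test). SAA1, SAA2, SAA4 and the read-through gene SAA2-SAA4 are near-identical or overlapping, so their reads may be split between them, and fold changes of genes almost absent in 1 group depend on the prior count of the authors' method.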

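Interferon-stimulated genes and genes of antigen presentation rose with both isoforms in both cell lines. OAS1, a sensor of viral RNA, IFITM1, which blocks the entry of viruses, HLA-B, an antigen-presenting molecule, and TAP1, which carries peptides to it, rose in MCF71 and T47D1. OAS1 had log2 fold changes in the authors' deposited tables of 1.34 with IL-1α and 1.23 with IL-1β in MCF71, and of 1.20 and 1.29 in T47D1. HLA-B had log2 fold changes in the authors' deposited tables of 1.33 and 1.44 in MCF71, and of 0.69 and 0.77 in T47D1. Of 34 interferon-stimulated genes measured in MCF7, 28 rose with IL-1α and 25 with IL-1β at an FDR of at most 0.05 in the authors' deposited table and 0 fell (30 and 28 rose when adjusted over the list alone), with medians of 0.81 and 0.90. In T47D, 25 and 24 of 31 rose and 0 fell in the authors' deposited table (26 and 24 when adjusted over the list alone), with medians of 0.70 and 0.76. Set tests of this list with limma gave adjusted p of 4.83e-08 and 5.95e-07 in MCF71 and 4.88e-40 and 7.05e-42 in T47D1. Of the antigen presentation genes, 13 of 17 rose in MCF71 with each isoform and 1 fell, and 18 and 17 of 18 rose in T47D1, in the authors' deposited tables (13 of 17 and 18 of 18 when adjusted over the list alone). This list had adjusted p of 9.45e-09 and 4.87e-08 in MCF71 and 5.55e-81 and 2.5e-77 in T47D1 from limma's set test. Among the genes called in both lines, 13 of 30 interferon-stimulated genes were found against 0.234 by chance (adjusted p = 1.08e-18), 7 of 17 antigen presentation genes against 0.132 (adjusted p = 4.66e-10) and 7 of 10 acute phase and antimicrobial genes against 0.0779 (adjusted p = 3.55e-12, Fisher's exact test for each). In the authors' deposited table of over-represented categories for MCF7, response to molecule of bacterial origin held 64 of 349 genes (enrichment ratio 2.54, FDR 2.26e-09), and for T47D the authors' deposited table gives 37 of 401 genes of response to virus (enrichment ratio 7.32, FDR 7.09e-19).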

Despite largely distinct expression patterns, ORA gene ontology predicts that acute IL-1 regulates inflammatory and immune responses in both MCF7 and T47D cell lines (Table S1, Tab F, G, H). Likewise, chronic IL-1 exposure leads to distinct gene expression patterns in MCF7 and T47D cells (Table S1). 

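In the sublines, genes of mitosis rose further in T47D than in MCF7, interferon-stimulated genes were higher in MCF7 by the mean of its 2 sublines, and genes of cholesterol synthesis were lower in MCF7. CPT1C, a brain-type carnitine palmitoyltransferase, was higher than in parental cells in both MCF7 sublines and lower in both T47D sublines, and HCAR1, the lactate receptor, was higher in all 4 sublines and further in T47D. The difference in the mean log2 fold change of the sublines, MCF7 minus T47D, was 4.09 for CPT1C (standard error 0.32, adjusted p = 8.71e-37) and -3.96 for HCAR1 (standard error 0.17, adjusted p = 1.03e-117). Of 36 mitosis genes, 34 had a higher log2 fold change in T47D and 0 in MCF7 at an adjusted p of at most 0.05 and with no minimum difference, as in the next 2 counts, with a median difference of -1.44 (adjusted p = 3.3e-20 from limma's set test). Interferon-stimulated genes had a median difference of 2.01, with 29 of 30 higher in MCF7 and 1 in T47D (adjusted p = 9.46e-23 from the same test), and cholesterol synthesis genes one of -0.87, with 18 of 23 higher in T47D and 2 in MCF7 (adjusted p = 6.29e-06 from the same test). The interferon-stimulated genes had medians of 4.05 in MCas1 and 0.11 in MCbs1, where the list did not pass (adjusted p = 0.431), and of -0.78 in T47Das1 and -0.26 in T47Dbs1. Of 12437 genes, 2585 had a higher mean log2 fold change in the MCF7 sublines and 2429 in the T47D sublines, or 5014 together. These passed at an adjusted p of at most 0.05 and a difference of at least 0.6. With standard errors 2 times as large, they were 2068 and 2080. In these tests of the lines, each line enters as the mean of its 2 sublines. Their standard errors hold the spread of libraries and none between sublines. Yet 1990 genes differed between the MCF7 sublines and 6113 between the T47D sublines, at the same thresholds. The tests therefore do not measure a difference of the cell lines beyond these cultures. Mean log2 fold changes of the sublines had a Pearson correlation of 0.030 and a Spearman correlation of -0.042 across the genes measured in both lines, which are not independent replicates.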

Chronic IL-1 exposure alters basal expression of 1417 genes in MCF7 cells and 2113 genes in T47D cells, with 289 of the altered genes shared by MCF7 and T47D (Table S1, Tab B, D, E). 

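Among the 10 genes with the largest rises in the MCF7 sublines, unnamed loci left out, were SLFN11, an interferon-inducible inhibitor of replication, TDRD1, BMP5, a bone morphogenetic protein, and BST2, which tethers budding viruses, and MYPN, a sarcomere protein, and ASCL1, a neuroendocrine transcription factor, fell most. In the T47D sublines, ALB, the albumin gene, P2RY10 and SHISA2 rose most, and the 10 largest falls included PI15, a protease inhibitor, CP, the copper-binding ceruloplasmin, and the serum amyloid genes SAA1 and SAA4. Log2 fold changes of MCas1 and MCbs1 in the authors' deposited table were 6.25 and 10.74 for SLFN11, 6.78 and 3.50 for BST2 and -5.86 and -6.55 for MYPN. In the authors' deposited table of T47D, those in T47Das1 and T47Dbs1 were 15.87 and 3.57 for ALB, -7.62 and -13.81 for PI15 and -11.18 and -4.51 for SAA1. Recounted at the study's cut-offs, the authors' deposited tables call 1417 genes in MCF7 and 2118 in T47D, 890 of these up and 1228 down. Of the genes measured in both lines, 289 were called in both, where independent lists would share 158 genes, an overlap 1.83 times as large (exact p = 6.65e-28, one-sided Fisher's exact test). By direction, 107 were up in both lines, 48 were down in both, 103 were up in MCF7 and down in T47D, and 31 were down in MCF7 and up in T47D. The genes up in both held 6 of 36 mitosis genes, AURKB, ESPL1, MKI67 and NUSAP1 among them (adjusted p = 6.9e-06, Fisher's exact test), and 3 of 41 DNA replication genes, RRM2 and TYMS among them (adjusted p = 0.0373, the same test).

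**Figure D1:**
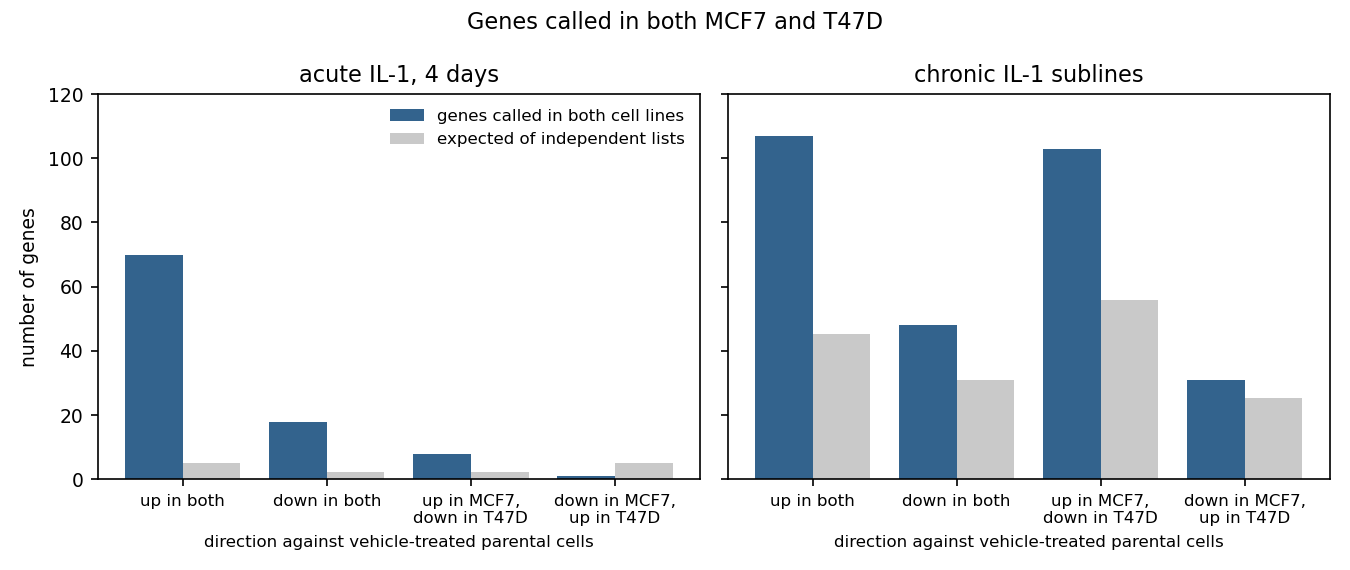
Number of genes called in both MCF7 and T47D, by direction against vehicle-treated parental cells, after acute IL-1 (left) and in the chronic IL-1 sublines (right). Dark bars are the genes found, light bars the number expected of independent lists; after acute IL-1, 70 genes were up in both lines against 5.11 expected, and in the sublines 107 were up in both against 45.4 and 103 were up in MCF7 and down in T47D against 55.7.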

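Genes of the cell cycle were higher in the sublines of both lines. More DNA replication genes were called in both sublines of MCF7, and more mitosis genes in both sublines of T47D. LIG1, the ligase of replication, and POLD1, a replicative polymerase, rose in MCas1 and MCbs1, and CDK1, the kinase of mitotic entry, and TPX2, a spindle protein, rose in T47Das1 and T47Dbs1. MCas1 and MCbs1 had log2 fold changes in the authors' deposited table of 1.61 and 1.67 for LIG1 and 1.41 and 1.25 for POLD1. For CDK1, the authors' deposited table of T47D gives 2.85 in T47Das1 and 2.04 in T47Dbs1, and for TPX2 2.28 and 1.63. The proliferation marker gene MKI67 rose in all 4 sublines, by 1.10 in MCas1, 0.88 in MCbs1, 2.81 in T47Das1 and 1.63 in T47Dbs1 on the log2 scale in the authors' deposited tables, and further in the T47D sublines (difference MCF7 minus T47D -1.23, standard error 0.14, adjusted p = 6.06e-18). At the study's cut-offs in both sublines, the authors' deposited tables call 27 of 41 DNA replication genes up in MCF7 and 6 of 41 in T47D, and 6 of 36 mitosis genes up in MCF7 and 33 of 36 in T47D. None of either list was called down in both sublines. The tested difference between the lines, MCF7 minus T47D, did not pass for DNA replication genes (median 0.17, 14 higher in MCF7 and 12 in T47D, adjusted p = 0.672, limma's set test). Their medians were 0.84 in MCas1, 0.82 in MCbs1, 1.01 in T47Das1 and 0.17 in T47Dbs1. In the authors' deposited over-representation table for MCF7, DNA replication held 57 of 279 genes (enrichment ratio 3.17, FDR 3.19e-12), and in that for the genes shared by both lines the authors' deposited table gives 20 of 433 genes of chromosome segregation (enrichment ratio 3.20, FDR 0.00360).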

Despite largely distinct expression patterns, ORA gene ontology predicts that chronic IL-1 exposure alters cell cycle regulation in both MCF7 and T47D cell lines (Table S1, Tab I, J, K). Finally, acute and chronic IL-1 exposure led to distinct expression patterns in MCF7 and T47D cell lines. Of the 1530 and 1417 genes altered in MCF7 cells by acute and chronic IL-1 exposure, respectively, 405 genes are shared and predicted to regulate multiple processes including biomolecule transport (Table S1, Tab E and L), 1125 genes are unique to acute IL-1 treatment and predicted to regulate inflammatory and immune response (Table S1, Tab E and M), and 1012 genes are unique to chronic IL-1 treatment and predicted to regulate the cell cycle (Table S1, Tab E and N). 

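In MCF7, most NF-κB target and antigen presentation genes were called after acute IL-1 and not in both sublines, DNA replication genes more in the sublines alone than in both settings, keratin genes in both, and interferon-stimulated genes after acute IL-1 alone and in both. TNFAIP3 and NFKBIA, inhibitors of NF-κB that it induces, rose with both isoforms, and were not called in the sublines together. KRT13, a keratin of stratified epithelia, fell after acute IL-1 and was higher in both sublines, and S100A8 and CFB, complement factor B, were higher in both settings. For TNFAIP3, the authors' deposited table gives log2 fold changes of 2.87 and 2.83 after acute IL-1α and IL-1β, -0.72 in MCas1 and 1.08 in MCbs1. CFB had log2 fold changes of 8.53 and 8.34 after acute IL-1, 4.68 in MCas1 and 1.09 in MCbs1 in the authors' deposited table. By recount, the authors' deposited tables call 406 genes in both settings, 1125 after acute IL-1 alone and 1011 in the sublines alone. Of these 406, 178 had the same direction (96 up, 82 down) and 228 the opposite one, 145 of which were down after acute IL-1 and up in the sublines. Independent lists would share 162 genes, 80.4 in the same direction and 81.2 in the opposite one. Unchanged groups simulated against the same vehicle libraries shared 0, but with no changed gene that count could hardly differ. Shared vehicle libraries push both comparisons the same way, so part of the excess in the same direction may come from them. The excess in the opposite direction argues against them as its source. The correlation across genes of acute and chronic mean log2 fold changes was 0.012, and their covariance was 0.00542 against 0.00862 from the shared vehicle libraries alone. Genes called after acute IL-1 alone held 11 of 15 NF-κB target and cytokine genes (adjusted p = 2.16e-08), 11 of 17 antigen presentation genes (adjusted p = 1.47e-07), 9 of 34 interferon-stimulated genes (adjusted p = 0.012) and 8 of 21 steroid hormone metabolism genes (adjusted p = 0.00177, Fisher's exact test for each). Those called in the sublines alone held 21 of 41 DNA replication genes, such as CHAF1A and RRM2 (adjusted p = 3.18e-12), and 7 of 19 G1 cyclin and CDK inhibitor genes, such as CDK2 and CDKN2B (adjusted p = 0.00288, the same test). Antigen presentation genes changed in each subline, in opposite directions, with medians of 1.53 in MCas1 (adjusted p = 9.81e-26) and -1.11 in MCbs1 (adjusted p = 3.47e-07, limma's set test), so none was called in the 2 together. Genes called in both held 6 of 41 DNA replication genes (adjusted p = 0.0111), 8 of 34 interferon-stimulated genes (adjusted p = 6.72e-05) and 4 of 9 basal and squamous keratin genes (adjusted p = 0.000993, Fisher's exact test for each).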

Of the 238 and 2113 genes altered in T47D cells by acute and chronic IL-1 exposure, respectively, 103 genes are shared and predicted to regulate inflammatory and immune response (Table S1, Tab E and O), 135 genes are unique to acute IL-1 treatment and predicted to regulate cytokine signaling and immune response (Table S1, Tab E and P), and 2010 genes are unique to chronic IL-1 treatment and predicted to regulate the cell cycle (Table S1, Tab E and Q). 

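In T47D, acute phase genes rose after acute IL-1 and were far lower in both sublines than in parental cells, while most antigen presentation genes and most called interferon-stimulated genes were called after acute IL-1 alone and mitosis genes in the sublines alone. C3, SAA2 and IL32 followed the first pattern. C3 had log2 fold changes in the authors' deposited tables of 1.22 and 1.28 after acute IL-1α and IL-1β, -6.96 in T47Das1 and -2.44 in T47Dbs1. SAA2 had log2 fold changes of 2.38 and 2.45 after acute IL-1, -10.09 in T47Das1 and -4.84 in T47Dbs1 in the authors' deposited tables, and may share reads with SAA1. IL32 had 1.39 and 1.55, then -4.94 and -1.48, in the authors' deposited tables. By recount, the authors' deposited tables call 104 genes in both settings, 134 after acute IL-1 alone and 2014 in the sublines alone. Of the 104, 32 had the same direction and 72 the opposite one. Of the genes up after acute IL-1, 53 were down in both sublines and 3 were up (exact p = 8.14e-13, two-sided binomial test). That test takes genes as independent, though they come from the same cultures and some may share reads. It also takes both directions as equally likely, while independent lists would give 13.7 genes down and 9.95 up. Independent lists would share 37.3 genes, 17.9 in the same direction and 19.5 in the opposite one. Unchanged groups simulated against the same vehicle libraries shared 0, but with no changed gene that count could hardly differ. Part of the excess in the same direction may come from those libraries, while the excess in the opposite direction argues against them as its source. Acute and chronic mean log2 fold changes had a correlation across genes of -0.104 and a covariance of -0.0244, against 0.00794 from the shared vehicle libraries alone. Genes called in both settings held 9 of 12 acute phase and antimicrobial genes (adjusted p = 5.71e-16), 6 of 31 interferon-stimulated genes (adjusted p = 1.5e-06) and 4 of 16 NF-κB target and cytokine genes, BIRC3, ICAM1 and TNFAIP2 among them (adjusted p = 6.67e-05, Fisher's exact test for each). After acute IL-1 alone, 12 of 18 antigen presentation genes (adjusted p = 7.7e-19), 13 of 31 interferon-stimulated genes (adjusted p = 4.2e-17) and 6 of 16 NF-κB target and cytokine genes (adjusted p = 9.34e-08) were called, by the same test. In the sublines alone, 33 of 36 mitosis genes were called against 5.37 by chance (adjusted p = 4.58e-22, the same test).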

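NF-κB target and cytokine genes rose with both isoforms in both lines, and luminal identity genes fell. Estrogen receptor target genes moved both ways in MCF71, where PDZK1, a scaffold protein, rose and STC2, a secreted glycoprotein, and KCNK5, a potassium channel, fell, and they fell as a list in T47D1, where PDZK1 and STC2 fell. DNA replication genes fell in MCF71, among them TYMS, thymidylate synthase, and RRM2, a subunit of ribonucleotide reductase. SOD2, the mitochondrial superoxide dismutase, had log2 fold changes of 2.38 with IL-1α and 2.36 with IL-1β in MCF71, and of 1.15 and 1.21 in T47D1, in the authors' deposited tables. PDZK1 had 1.09 and 1.12 in MCF71 in the authors' deposited table, STC2 -1.53 and -1.49, and KCNK5 -2.12 and -2.04. In T47D1, the authors' deposited table gives -0.90 and -0.84 for PDZK1 and -0.28 and -0.26 for STC2. Of 15 NF-κB target and cytokine genes in MCF7, 14 rose with IL-1α and 13 with IL-1β in the authors' deposited table (14 and 14 when adjusted over the list alone), with medians of 1.63 and 1.64 and adjusted p of 2.09e-45 and 9.43e-42 from limma's set test. In T47D, 14 of 16 rose with each isoform in the authors' deposited table, also when adjusted over the list alone, with medians of 0.90 and 0.98 and adjusted p of 3.23e-80 and 1.18e-82 from the same test. Of 30 estrogen receptor target genes in MCF7, 12 rose and 9 fell with IL-1α, and 14 rose and 9 fell with IL-1β, in the authors' deposited table, with the same counts adjusted over the list alone, and the list did not pass the set test (adjusted p = 0.884 and 0.336). In T47D, 9 and 6 of 28 fell and 2 rose in the authors' deposited table (13 and 6 fell when adjusted over the list alone), with adjusted p of 1.24e-07 and 0.000463 from the set test, the second of which is 0.11 with ranks. Of 41 DNA replication genes, 33 fell with IL-1α and 35 with IL-1β in MCF71 and 0 rose in the authors' deposited table (34 and 35 when adjusted over the list alone), with adjusted p of 3.63e-06 and 1.23e-07 from the set test. Luminal identity and hormone receptor genes such as GATA3 fell as a list in MCF71 (adjusted p = 0.00122 and 0.0135, the second of which is 0.0814 with a preset correlation of 0.05, and 0.094 and 0.149 with ranks) and in T47D1 (adjusted p = 9.3e-10 and 2.11e-06).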

In support of ORA GO, GSEA GO shows that acute IL-1α and IL-1β significantly enrich for upregulated genes that control NF-kB and inflammatory signaling in both MCF7 and T47D cell lines and also significantly enrich for downregulated genes that control estrogen response and DNA replication in MCF7 cells and estrogen response and organ development in T47D cells (Table S1, Tab V–CC). 

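DNA replication genes rose in MCas1, MCbs1 and T47Das1, and mitosis genes in all 4 sublines. E2F1, the transcription factor of entry into S phase, and CDK2, a kinase of that step, rose in both MCF7 sublines, as did the CDK inhibitor gene CDKN2B. Steroid hormone metabolism genes moved both ways in the MCF7 sublines, where UGT2B15, a glucuronosyltransferase of steroids, was lower in MCas1 and higher in MCbs1. For E2F1, the authors' deposited table gives log2 fold changes of 1.11 in MCas1 and 1.08 in MCbs1, for CDK2 0.78 and 0.84, for CDKN2B 1.05 and 1.61, and for UGT2B15 -0.50 and 1.32. Of 41 DNA replication genes, 37 rose in MCas1, 36 in MCbs1, 38 in T47Das1 and 19 in T47Dbs1, while 1, 3, 1 and 6 fell, in the authors' deposited tables (37, 37, 38 and 19 rose when adjusted over the list alone). Their medians were 0.84, 0.82, 1.01 and 0.17, with adjusted p of 9.74e-15, 8.55e-13, 4.83e-08 and 0.156 from limma's set test. Of 36 mitosis genes, 32 rose in MCas1, 27 in MCbs1, 36 in T47Das1 and 35 in T47Dbs1 in the authors' deposited tables (32, 28, 36 and 35 when adjusted over the list alone), with medians of 0.60, 0.38, 2.16 and 1.55. This list had adjusted p of 7.65e-08, 0.00174, 1.82e-27 and 1.52e-32 from the same test, in the same order. G1 cyclin and CDK inhibitor genes rose as a list in MCas1 and MCbs1 (adjusted p = 0.000128 and 3.43e-06) and in T47Das1 (adjusted p = 0.0201, and 0.0954 with a preset correlation of 0.05), and did not pass in T47Dbs1 (adjusted p = 0.195). Of 21 steroid hormone metabolism genes in MCF7, 5 rose and 8 fell in MCas1, and 8 rose and 5 fell in MCbs1, in the authors' deposited table (6 and 9 in MCas1 when adjusted over the list alone, with the same counts in MCbs1), and the list did not pass in any subline (adjusted p = 0.619, 0.149, 0.0588 and 0.0713 in the order above).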

As also determined with ORA above, GSEA predicts chronic IL-1α and/or IL-1β exposure to enrich for upregulated genes that regulate the DNA replication and cell cycle in MCF7 and T47D cells and to also enrich for downregulated genes that regulate steroid hormone metabolism in MCF7 cells and organ development and secretion in T47D cells (Table S1, Tab DD–KK). Together, these data reveal that acute versus chronic IL-1 signaling drives genetic reprogramming that is context-specific (e.g., cell line background) and associated with divergent (e.g., inflammation versus cell cycle) downstream gene regulatory pathways. In addition, despite cell-line-specific genetic reprogramming, the predicted response elicited by acute IL-1 or by chronic IL-1 treatment is conserved across cell line backgrounds.

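NF-κB target genes, which rose as a list after acute IL-1 in both lines, fell as a list in the T47D sublines and did not pass in the MCF7 sublines, and mitosis genes, which did not rise as a list after acute IL-1, rose in all 4 sublines. NF-κB target and cytokine genes did not pass in MCas1 (adjusted p = 0.144) or MCbs1 (adjusted p = 0.464), and fell in T47Das1 and T47Dbs1, with medians of -1.16 and -0.45 (adjusted p = 0.000163 and 6.29e-05, limma's set test). Of 15 members in MCF7, 2 rose and 5 fell in MCas1 and 6 rose and 5 fell in MCbs1 in the authors' deposited table (the same when adjusted over the list alone, but for 6 that fell in MCbs1), and TNFAIP2, a TNF-induced gene, rose in both (1.13 and 3.23 in the authors' deposited table). Acute phase and antimicrobial genes rose after acute IL-1 in both lines, with medians of 9.31 and 9.12 in MCF71 (adjusted p = 3.51e-174 and 2.6e-150) and 1.23 and 1.34 in T47D1 (adjusted p = 2.95e-75 and 2.31e-78, the same test). In the sublines, they rose in MCas1 (median 1.24, adjusted p = 0.00499), did not pass in MCbs1 (median 0.55, adjusted p = 0.422), and fell in T47Das1 and T47Dbs1 (medians -6.86 and -2.27, adjusted p = 4.47e-15 and 3.8e-09). Counted in the authors' deposited tables, all 15 measured members rose in MCF71, also when adjusted over the list alone, and 10 and 11 of 12 fell in the T47D sublines, the same when adjusted over the list alone. The chronic change of this list differed between the lines by a median of 5.27 (adjusted p = 1.03e-10), and that of NF-κB target and cytokine genes by 0.77 (adjusted p = 0.00493). Mitosis genes did not pass after acute IL-1 in MCF71 (medians -0.16 and -0.22, adjusted p = 0.133 and 0.0798, though 0.00193 and 0.0013 with ranks) and fell in T47D1 (medians -0.21 and -0.20, adjusted p = 8.58e-06 and 3.43e-06). The paper concludes from its data together that acute and chronic IL-1 signaling drive reprogramming that depends on cell line background and is tied to divergent pathways. It adds that the responses it predicts for acute and for chronic IL-1 are conserved between the cell lines.

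**Figure D2:**
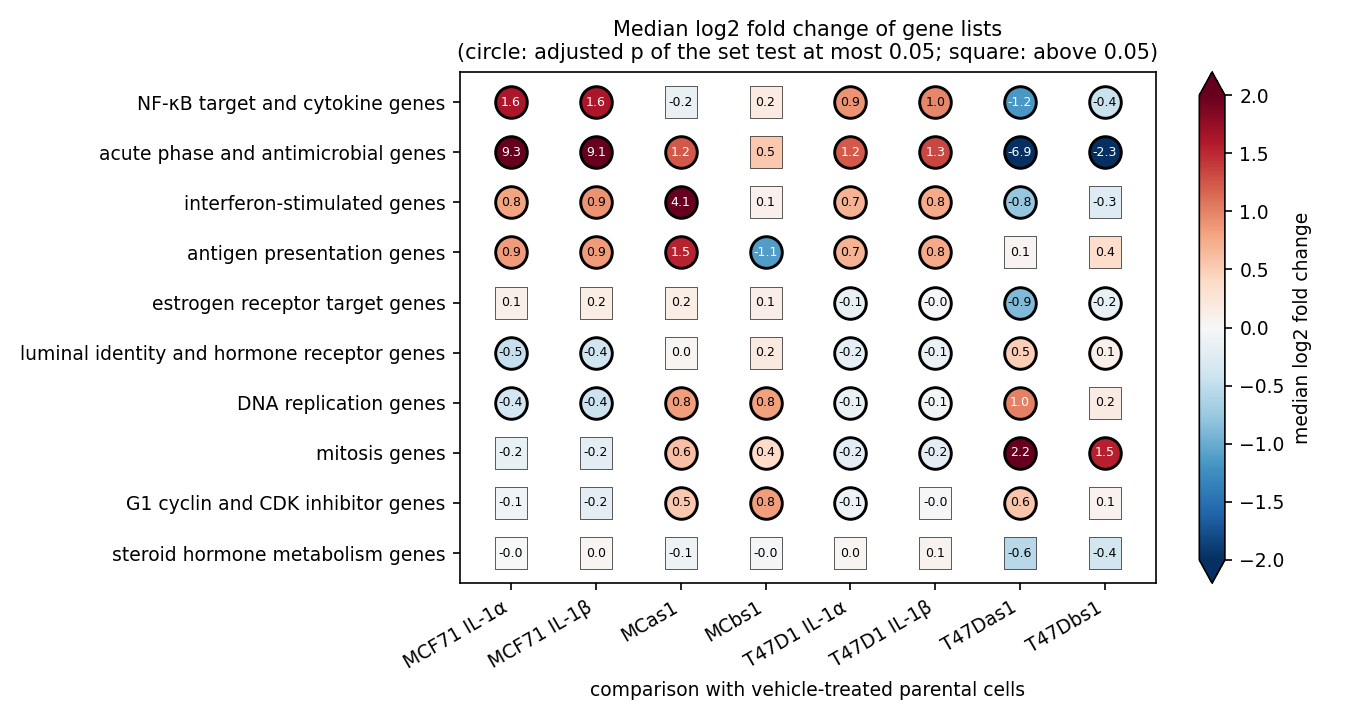
Median log2 fold change of 10 gene lists (rows) in the 8 comparisons with vehicle-treated parental cells (columns), from the authors' deposited tables. Color gives the median, with values beyond 2 either way shown in the end color; circles passed limma's set test at an adjusted p of at most 0.05 and squares did not. NF-κB target and cytokine genes rose in the 4 acute comparisons and mitosis genes in the 4 sublines.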

To begin to assess if chronic IL-1 gene regulation is consistent across both independently generated subline sets, we selected representative genes implicated in cancer progression and validated their basal expression by RT-qPCR. For MCF71 sublines, we chose the basally high genes, *CPT1C*, *EHD2* and *KRT13*, which are involved in tumorigenesis and metastasis [35,36,37], and the basally low gene, *RASD1*, which is involved in apoptosis regulation [38], and confirmed consistent gene expression patterns in both sets of sublines (MCas1, MCbs1, MCas2, and MCbs2) (Figure 4A). 

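CPT1C, EHD2 and KRT13 were higher and RASD1 was lower in both sequenced MCF7 sublines, MCas1 and MCbs1, than in vehicle-treated MCF71; MCas2 and MCbs2 were not sequenced. EHD2, a membrane-shaping ATPase of caveolae, had the largest change of these, with log2 fold changes of 4.97 in MCas1 (FDR 2.48e-173) and 5.55 in MCbs1 (FDR 5.62e-229) in the authors' deposited table. For KRT13, the authors' deposited table gives 2.67 (FDR 6.46e-105) and 1.98 (FDR 3.25e-52). CPT1C had 1.28 (FDR 5.5e-05) and 2.02 (FDR 1.75e-12) in the authors' deposited table, at a mean log2 CPM of 0.03, just above the study's minimum of 0. RASD1, a dexamethasone-inducible GTPase, had -1.44 (FDR 1.87e-36) and -1.42 (FDR 1.22e-34) in the authors' deposited table. KRT13 was higher in MCas1 than in MCbs1 (difference 0.69, standard error 0.18, adjusted p = 0.00061), and EHD2 (difference -0.58, adjusted p = 0.0548), CPT1C (-0.73, adjusted p = 0.156) and RASD1 (-0.02, adjusted p = 0.94) did not pass this test of the 2 sublines against each other. It takes no account of the shared vehicle libraries, which makes its standard errors too large, so a difference is not excluded for EHD2, CPT1C or RASD1. After 4 days of acute IL-1α and IL-1β, KRT13 fell (-2.94 and -3.10 in the authors' deposited table) and RASD1 rose (1.53 and 1.42 in the authors' deposited table), while EHD2 and CPT1C did not pass with either isoform.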

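PCP4, a regulator of calmodulin, and HCAR1, the lactate receptor, were higher in T47Das1 and T47Dbs1 than in vehicle-treated T47D1, and CP, ceruloplasmin, and ZPLD1, a zona pellucida-like protein, were lower in both. PCP4 had log2 fold changes in the authors' deposited table of 5.03 in T47Das1 (FDR 4e-80) and 3.96 in T47Dbs1 (FDR 8.64e-43), and HCAR1 of 5.96 and 3.98 (FDR 1.63e-211 for the second). For CP, the authors' deposited table gives -14.16 and -6.44, and for ZPLD1 -2.88 (FDR 2.73e-30) and -3.07 (FDR 8.69e-33). By the mean log2 fold change of both sublines, CP stood at place 3 and ZPLD1 at place 203 of the genes called down in T47D, and HCAR1 at place 11 and PCP4 at place 16 of the genes called up. The changes were larger in T47Das1 than in T47Dbs1 for PCP4 (difference 1.08, standard error 0.39, adjusted p = 0.00843), HCAR1 (difference 1.98, standard error 0.18, adjusted p = 1.69e-28) and CP (difference -7.72, standard error 0.19), and did not pass this test for ZPLD1 (difference 0.19, adjusted p = 0.645). With a log2 fold change of -14.16, CP was almost absent in T47Das1. The size of its difference therefore depends on the prior count of the authors' method, and its derived standard error is not a measured spread. After 4 days of acute IL-1α and IL-1β in T47D1, CP rose by 0.41 and 0.53 on the log2 scale in the authors' deposited table, and PCP4, HCAR1 and ZPLD1 did not pass with either isoform.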

For T47D1 sublines, we selected the basally high genes, *PCP4* and *HCAR1*, which are involved in metastasis [39,40], and the basally low genes, *CP*, which is implicated in ferroptosis [41], and *ZPLD1*, which has been linked with poorer prognosis in cancer patients [42]. Both sets of sublines (T47Das1, T47Dbs1, T47Das2, and T47Dbs2) demonstrated consistent expression patterns (Figure 4B). Thus, chronic IL-1 appears to drive reproducible changes in gene expression.

### 2.6. Chronic IL-1 Expsoure Alters Histone Modifications in MCF7 BCa Cells

RNA-seq reveals that cell lines chronically exposed to IL-1 acquire changes in basal gene expression (Table S1, Tab B and D) [16,19]. 

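The 2 sublines of a line, both compared with the same parental cells, had correlated basal changes. They differed from each other in whole gene groups. Interferon-stimulated and antigen presentation genes were far higher in MCas1 than in MCbs1, and acute phase genes and genes of the unfolded protein and integrated stress response were lower in T47Das1 than in T47Dbs1. Each subline was 1 culture, so tests between sublines measure the spread between its libraries, not between exposures to an isoform. T47Das1 and T47Dbs1 also differed in time in normal medium after IL-1 (48 and 16 weeks) and in passages there (29 and 14). For IFIT3, which blocks viral RNA, the authors' deposited table gives log2 fold changes of 5.71 in MCas1 and 0.61 in MCbs1, for STAT1, the transcription factor of interferon signaling, 2.10 and -0.10, and for HLA-B 2.25 and -1.40. CHAC1, an enzyme that the integrated stress response induces, had -2.82 in T47Das1 and 0.19 in T47Dbs1 in the authors' deposited table of T47D. All 34 measured interferon-stimulated genes were higher in MCas1 than in MCbs1 at an adjusted p of at most 0.05 and with no minimum difference, as in the next 3 counts, with a median difference of 3.18 (adjusted p = 3.24e-123 from limma's set test on the differences), and 15 of 17 antigen presentation genes were, with a median difference of 2.61 (adjusted p = 1.15e-66). Of 21 stress response genes, 20 were lower in T47Das1 (median difference -1.75, adjusted p = 2.32e-10, limma's set test), as were 11 of 12 acute phase and antimicrobial genes (median difference -4.12, adjusted p = 3.83e-12). Recounted per subline at the study's cut-offs, the authors' deposited tables call 1621 genes up and 981 down in MCas1, 1578 and 1433 in MCbs1, 3192 and 3448 in T47Das1 and 1539 and 2121 in T47Dbs1, and in MCbs1 the balance turned with a mean CPM of at least 5 (997 up and 1082 down). Tested against each other, the sublines differed in 1990 genes in MCF7 (950 with standard errors 2 times as large) and in 6113 in T47D, while acute IL-1α and IL-1β differed in 0 genes in either line at an adjusted p of at most 0.05 and a difference of at least 0.6, a test in which simulated differences of a log2 fold of 1 were called in 62% and 54% of 50 genes. That test takes no account of the shared vehicle libraries; with standard errors smaller by the root of 2, as groups that vary alike would then have, acute IL-1α and IL-1β differed in 31 genes in MCF7, 29 of them higher with IL-1α, and in 2 in T47D, SGK2 and TMEM238 (differences, IL-1α minus IL-1β, of 0.82 and -0.64). At an unadjusted p of at most 0.05 in the first form of the test, 862 of 13409 genes differed in MCF7 and 223 of 13487 in T47D, where no difference would give 75 in each line for such groups. Gene lists did differ between the acute isoforms, by small medians: in MCF71 heat shock genes by -0.12 (adjusted p = 7.9e-05), and cytosolic ribosomal protein, estrogen receptor target and DNA replication genes by 0.10, -0.08 and 0.10 (adjusted p = 0.000965, 0.0047 and 0.00732, and 0.0644, 0.0873 and 0.122 with a preset correlation of 0.05). In T47D1, NF-κB target, acute phase, estrogen receptor target and cytosolic ribosomal protein genes differed by -0.06, -0.14, -0.09 and -0.06 (adjusted p = 0.043, 0.0364, 0.0161 and 0.00243, and 0.155, 0.122, 0.122 and 0.0896 with that correlation). Across genes, log2 fold changes of MCas1 and MCbs1 had a correlation of 0.610 and those of T47Das1 and T47Dbs1 of 0.511. In simulated unchanged groups, the shared vehicle libraries alone gave 0.499 and 0.501. Covariances of the sublines were 0.332 and 0.615, against 0.00862 and 0.00793 from the shared libraries alone. That simulation held the spread of libraries and no differences of the parental culture, which would enter both comparisons. These values therefore cannot tell changes shared by the sublines from those of the parental culture. Genes lying 10 to 20 places apart in the order of GRCh38.p14 had correlated changes in the sublines, with rank correlations of 0.114 in T47Das1 and 0.142 in MCbs1, above the highest of 100 shuffles of gene order (0.00580 and 0.00655). Acute IL-1α in T47D1 (0.0259, highest shuffle 0.00606) and acute IL-1β in MCF71 (0.0148, highest shuffle 0.00495) also exceeded their shuffles, at lower values. Acute IL-1α in MCF71 and IL-1β in T47D1 did not.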

To determine the timing at which chronically exposed cells begin to show changes in basal gene expression, we analyzed select genes in MCF7 cells exposed to IL-1 acutely for 4 days and chronically for 4, 20 or 23 weeks. For rigor, we performed the time course experiment twice (MCF71, MCF72). Using *LCN2* upregulation as a surrogate for IL-1 signaling, we found that attenuated IL-1 response can be detected as early as 4 weeks and by 20 or 23 weeks of chronic IL-1 exposure along with basally high levels of *CPT1C*, *EHD2*, and *KRT13* and basally low levels of *RASD1* (Figure 5); after 2.5 years of culturing MCF71 chronic IL-1 subline cells in normal growth medium or 28 weeks of culturing MCF72 chronic IL-1 sublines in normal growth medium, *CPT1C*, *EHD2*, and *KRT13* remain basally high and *RASD1* remains basally low (Figure 5). Thus, chronic IL-1 signaling can drive predictable, conserved, stable genetic reprogramming.

Given the predictable, conserved, stabile effect of chronic IL-1 on gene expression, we reasoned that chronic IL-1 exposure alters chromatin state. Thus, to begin to understand how chronic IL-1 exposure regulates gene expression we identified changes in enrichment of histone modifications (histone marks) in the MCF71 chronic IL-1 sublines that had been cultured and passaged over the course of 2.5 years in normal growth medium (described in “Materials and Methods”). We used chromatin immunoprecipitation sequencing (ChIP-seq) to assess differential binding for H3K4me3 (active promoters), H3K4me1 (active enhancers), H3K27ac (active promoters and enhancers), and H3K27me3 (silenced genes) [43,44] (log2 FC ≥ 1.0 or ≤−1.0, and *p*-value ≤ 0.05) in MCas1 and MCbs1 chronic IL-1 subline cells versus MCF71 parental cells. Each histone mark analyzed shows differential binding in MCas1 and MCbs1 versus MCF71 parental control in promoters, UTRs, exons, introns, and distal intergenic regions, and the modifications are annotated for both shared and distinct sets of genes between the sublines (Table S2, Tab A–P). Taken together, chronic IL-1α and IL-1β exposure alters genome-wide histone modifications that are associated with chromatin remodeling and gene expression regulation.

Figure 6A shows the global differential H3K4me3 binding in MCas1 or MCbs1 compared to MCF71 parental. Because the H3K4me3 histone modification is a key marker of active transcription, we overlayed H3K4me3 binding in the UTRs, promoter, and gene body with RNA sequencing. The overlay of shared DEGs in MCas1 and MCbs1 (881 basally high, 536 basally low) (Table S1, Tab B) with differential H3K4me3 binding in the UTRs, promoter, or gene body of annotated genes shows that 14 basally high genes, including *CPT1C* and *EHD2* (Figure 6B), are enriched for H3K4me3 binding (Table S2, Tab Q); 17 basally low genes show reduction in H3K4me3 binding (Table S2, Tab Q). 

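Among the genes basally high in both MCF7 sublines are genes of DNA replication and some interferon-stimulated genes, which rose as a list in MCas1 and not in MCbs1, and among those basally low are genes of cholesterol synthesis. By recount, the authors' deposited table calls 881 genes up in both MCas1 and MCbs1 and 536 down in both, while with no fold change cut-off these were 2163 and 2524. EHD2 stands at place 7 of the 881 by mean log2 fold change, above 99.2% of them, and CPT1C at place 190, above 78.4%. Of the interferon-stimulated genes, 11 of 34 are called up in both sublines in the authors' deposited table and 0 down, while the list had medians of 4.05 in MCas1 (adjusted p = 5.76e-142) and 0.11 in MCbs1 (adjusted p = 0.431, limma's set test); of the cholesterol synthesis genes, 5 of 23, such as INSIG1 and IDI1, are called down in both and 0 up. Cholesterol synthesis genes fell as a list in both sublines (adjusted p = 0.000713 and 3.18e-09, limma's set test), while their share among genes called in the sublines alone was not above chance (4 of 23, adjusted p = 0.35, Fisher's exact test). INSIG1, which holds back the synthesis of sterols, had log2 fold changes of -0.90 and -1.39 in MCas1 and MCbs1, and IDI1, an isomerase of the sterol pathway, of -0.75 and -1.18, in the authors' deposited table. In the order of genes on GRCh38.p14, EHD2 and CPT1C lie among 354 neighbouring genes, from BCKDHA to MZF1, whose median log2 fold change in MCbs1 was 0.53, and CPT1C among 189, from SLC17A7 to TRIM28, whose median in MCas1 was 0.45, both above shuffled orders. The H3K4me3 data were not analysed here.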

Notably, only a small subset of DEGs in MCas1 and MCbs1 also showed differential H3K4me3 binding (Table S2, Tab Q), suggesting that IL-1 also regulates gene expression through other (epi)genetic or transcriptional mechanisms. In addition, differential H3K4me3 binding was found in genes that were not identified as DEGs in MCas1 or MCbs1, and vice versa (Table S2, Tab Q), likely due to the time lapse between RNA sequencing done at 28 weeks post-chronic IL-1 exposure and ChIP sequencing done at over 2 years post-chronic IL-1 exposure (see “Materials and Methods”), suggesting that chronic IL-1 genome regulation can be dynamic and transient. Together, these data suggest that altering promoter H3K4me3 histone levels is a mechanism by which chronic IL-1 exposure regulates gene expression.

## 3. Discussion

Chronic inflammation is a well-established driver of tumor progression, metastasis, and therapeutic resistance across many cancer types (e.g., IL-1, TNF-α, IL-6 pathways) [45]. In breast cancer, IL-1 signaling has been implicated in promoting tumor-promoting inflammation, angiogenesis, and metastasis, and targeting IL-1 receptor signaling has been proposed as a therapeutic strategy [46]. Still, much remains unknown regarding responses of hormone-receptor-positive breast cancer to prolonged IL-1. In this study, we investigated how chronic IL-1 exposure shapes the behavior of ERα+/PR+ breast cancer cells. Our findings show that while acute IL-1 signaling causes growth suppression, chronic IL-1 exposure selects for cell populations with attenuated inflammatory response while still remaining dependent on their hormone receptors and maintaining treatment sensitivity.

While the MCF7 and T47D parental cell lines induce the canonical IL-1 target gene, *LCN2*, upon acute IL-1 stimulation, this response is substantially reduced in the MCF7 and T47D chronic IL-1 sublines, indicating dampened inflammatory signaling (Figure 1 and Figure S1). However, chronic IL-1 exposure did not block acute IL-1-induced cytostasis or repression of ERα and PR (Figure 1 and Figure S1). Thus, chronic IL-1 exposure led to a partial insensitivity to acute IL-1 exposure rather than complete resistance (Figure 1 and Figure S1).

Importantly, despite exhibiting reduced sensitivity to IL-1, MCF7 and T47D chronic IL-1 sublines remained sensitive to other growth-limiting conditions like serum starvation (Figure 2 and Figure S2). Likewise, genetic silencing of ERα in MCF7 cells or PR in T47D cells significantly reduced proliferation and Ki67 expression in both parental and chronic IL-1 sublines (Figure 2 and Figure S2). This demonstrates that despite prolonged inflammatory stress and altered IL-1 responsiveness, these cells remain reliant on hormone receptor signaling for growth. This finding has important clinical implications, as it suggests that chronic IL-1 inflammation alone may be insufficient in driving hormone-independent growth in ERα+/PR+ BCa.

Consistent with preserved hormone dependence, MCF7 and T47D chronic IL-1 sublines retain sensitivity to standard BCa therapies. Fulvestrant treatment reduced cell accumulation, nuclear hormone receptor levels, and proliferation across all MCF7 and T47D parental and subline cell lines (Figure 2 and Figure S2). Similarly, docetaxel treatment effectively suppressed proliferation and cell viability in both MCF7 and T47D parental and chronic sublines (Figure 3 and Figure S3). This is in contrast to reports showing that acute IL-1 exposure (i.e., 24–96 h) leads to IL-1/γH2AX- or IL-1/ICAM1-dependent selection for docetaxel-resistant senescent or stem-like cells in lung [30] and head and neck [31] cancer models, respectively. And while acute IL-1 induces *ICAM1* expression in MCF7 and T47D cells (Table S1, Tab A and C), basally low *ICAM1* levels (Table S1, Tab D) and attenuated IL-1 sensitivity (Figure 1 and Figure S1) would be expected to subvert acute IL-1-dependent docetaxel resistance in the chronic IL-1 sublines. These results suggest that chronic IL-1 may not cause cells to evolve resistance to endocrine or chemotherapeutic agents, reinforcing the continued relevance of established therapies even in chronically inflamed tumors.

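ICAM1, which encodes an adhesion molecule that leukocytes bind, rose after acute IL-1 in both lines and was lower than in parental cells in all 4 sublines, which were sequenced after vehicle and without docetaxel. In the authors' deposited tables, its log2 fold changes after 4 days of IL-1α and IL-1β were 1.17 (FDR 4.97e-64) and 1.29 (FDR 3.4e-77) in MCF71, and 1.05 (FDR 9.63e-47) and 1.18 (FDR 4.17e-59) in T47D1. For the sublines, the authors' deposited tables give ICAM1 log2 fold changes of -2.43 in T47Das1 (FDR 1.02e-202), -1.63 in T47Dbs1 (FDR 1.07e-101), -0.54 in MCas1 (FDR 1.13e-12) and -0.86 in MCbs1 (FDR 2.23e-28). The fall in the sublines was larger in T47D than in MCF7 (difference of mean log2 fold changes, MCF7 minus T47D, 1.33, standard error 0.11, adjusted p = 5.07e-34), and larger in T47Das1 than in T47Dbs1 (difference -0.80, standard error 0.11, adjusted p = 1.27e-12). At the study's cut-offs it was called down in the T47D sublines together, at place 385 of 1228 by size, and not in the MCF7 sublines together, since the change in MCas1 was below 0.6 in size.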

The MCF7 and T47D response to chronic IL-1 exposure was largely in contrast to what we found for the LNCaP prostate cancer (PCa) cell line, which showed strong attenuation of IL-1 sensitivity, reduced androgen receptor dependency, and anti-androgen resistance [16]. The MCF7 human BCa cell line was established from a pleural effusion, is classified as luminal A subtype, and represents noninvasive, early-stage, estrogen- and ERα-dependent BCa (REF). The T47D human BCa cell line was isolated from a pleural effusion, is classified as luminal A subtype, and expresses relatively high PR levels and mutated, nonfunctional p53 [47]. LNCaP cells were established from a lymph node metastasis and represent early-stage, androgen- and AR-dependent PCa disease [48]. Acute IL-1 treatment is significantly cytotoxic for LNCaP cells [19,23]. Thus, LNCaP cells that survive prolonged IL-1 exposure emerge more fit and able to adapt to androgen- and AR-independent growth conditions. While IL-1 is cytostatic for MCF7 cells, IL-1 is not cytotoxic for MCF7 or T47D cells (Figure 1), thus obviating the need to evolve survival strategies during chronic IL-1 exposure that could also support endocrine or chemotherapy resistance. This suggests that the extent of the response and the biological outcome following prolonged IL-1 exposure is dependent on the cell line genetic background. However, it should be noted that all cell lines, MCF7, T47D, LNCaP [16] C4-2 [49] and MDA-PCa-2b [19], evolved some level of attenuated IL-1 response following chronic exposure that may reflect a conserved regulatory mechanism among the different genetic backgrounds and an evolutionarily important cell adaption response.

At the transcriptional level, RNA-sequencing revealed substantial differences in acute and chronic IL-1 responsiveness and basal gene expression and differences among cell line backgrounds (Table S1). Despite these differences, a subset of IL-1-responsive and basal genes were shared between both cell line models, and gene ontology predicted that conserved inflammatory and cell cycle pathways are engaged. Thus, our novel subline models are powerful tools to investigate conserved mechanisms of acute and chronic IL-1 transcriptional reprogramming and will be valuable for identifying gene expression profiles that help define the state of the inflammatory TME in patient tumors.

Persistent transcriptional changes are frequently linked to epigenetic mechanisms, leading us to investigate histone modifications associated with active and repressive chromatin states in MCF7 cells. By integrating RNA-seq and ChIP-seq datasets, we identified a subset of genes displaying corresponding alterations in both gene expression and chromatin remodeling (Table S2), indicating that chromatin remodeling may underlie transcriptional changes induced by chronic IL-1 exposure. For instance, ChIP-seq analysis of *CPT1C* and *EHD2* demonstrated increased enrichment of the active histone mark H3K4me3 at their promoter regions in chronic IL-1 sublines compared to parental cells, aligning with their elevated expression levels (Figure 5 and Figure 6; Tables S1 and S2) This correlation between histone modification and transcription was not consistent across all genes, underscoring the complexity of epigenetic regulation and the contribution of additional mechanisms influencing gene expression. These results also suggest that chronic IL-1 exposure introduces transient, as well as stable, epigenetic and transcriptional changes. Thus, it will be necessary to monitor gene expression patterns, acquired genetic mutations, and epigenetics changes in parallel during and after chronic exposure to better define how chronic IL-1 reprograms gene expression.

Using our novel chronic IL-1 sublines, we sought to identify stable changes in molecular and cell biology phenotypes that evolve during chronic IL-1 exposure and persist once the inflammatory stimulus is removed. But our time course (Figure 1 and Figure 5) and sequencing (Tables S1 and S2) experiments collectively indicate that, in addition to inducing stable changes in molecular and cell response, chronic IL-1 effects can also be transient. Equally as important as stable changes, transient changes can also influence cancer progression and treatment resistance. For example, during chronic IL-1α exposure, PR levels are highly repressed in T47D cells (Figure 1B), which would be expected to render the cells endocrine-resistant during active chronic inflammation. But once the inflammatory stimulus is removed, PR levels are restored along with endocrine sensitivity (Figure 1, Figure 2 and Figures S1 and S2). This transient regulation, as well as the noted differential response to IL-1 isoforms, highlights the dynamics and complexity of IL-1 signaling. Thus, it will be informative and important to identify both stable and transient changes in cell state and behavior during and following chronic IL-1 exposure, as well as identify both the conserved and distinct effects of chronic IL-1α and IL-1β on cancer cell behavior. Together, these intriguing investigations could ultimately inform BCa treatment strategies, including if and when to augment standard therapies with IL-1 antagonists.

Collectively, our study refines our understanding of how ERα+/PR+ BCa tumor cells adapt within chronically inflamed microenvironments by demonstrating that prolonged inflammatory stress leads to stable, yet incomplete, attenuation of IL-1 responsiveness while preserving hormone receptor dependence and treatment sensitivity. These findings support the idea that chronic IL-1 exposure acts as a selective pressure that reshapes inflammatory signaling in BCa cells. These findings underscore the continued clinical relevance of hormone receptor-targeted and chemotherapeutic strategies in inflamed breast tumors. More broadly, this work supports the need to better understand the dynamics and role of acute versus chronic inflammatory signaling to improve outcomes in hormone-receptor-positive breast cancer.

## 4. Materials and Methods

### 4.1. Cell Culture

MCF7 (HTB-22) and T47D (HTB-133) cells were obtained from American Type Culture Collection (ATCC; Manassas, VA, USA) and were grown in a 37 °C, 5.0% (*v*/*v*) CO2 incubator. MCF7 cells were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM; Gibco/Thermo Scientific; Grand Island, NY, USA; 1185-092) supplemented with 10% (*v*/*v*) fetal bovine serum (FBS) (Corning Inc., Corning, NY, USA; 35-011-CV), 0.4 mM L-glutamine (L-glut; Gibco/Invitrogen, Paisley, PA, USA; 25030-081), and 10 U/mL penicillin G sodium and 10 mg/mL streptomycin sulfate (pen-strep; Gibco/Invitrogen, Grand Island, NY, USA; 15140-122). T47D cells were maintained in Rossman-Park-Memorial-Institute (RPMI) 1640 (Gibco, 11875-119) medium supplemented with 0.01 mg/mL human recombinant insulin (Thermo Fisher Scientific, Fair Lawn, NJ, USA; 12585-014) 10% FBE, 0.4 mM of L-glutamine, 10 U/mL of penicillin G sodium, and 10 mg/mL of streptomycin sulfate.

### 4.2. Chronic IL-1 Subline Generation and Maintanence

To establish stable chronic IL-1-exposed sublines, MCF7 cells were cultured in DMEM/10% FB Essence (FBE) containing 0.5 ng/mL IL-1α (GoldBio, St. Louis, MO, USA; 1110-01A-10) or 0.5 ng/mL IL-1β (Gold Bio, St. Louis, MO, USA; 1110-01B-10) for 24 weeks and T47D cells were cultured in RPMI 1640/10% FBE containing 0.5 ng/mL IL-1α or IL-1β for 24 weeks (28 weeks for the T47Dbs1 subline due to slowed proliferation and expansion). Following chronic IL-1 exposure, cells were moved out of IL-1-containing medium and maintained in normal growth medium without IL-1 for phenotype characterization. IL-1 concentration and exposure time are based on previous chronic IL-1 sublines generated in human cell line backgrounds [16,49]. Briefly, because IL-1 can be cytotoxic and cytostatic, we optimized the concentration and chronic exposure time to ensure the induction of IL-1 signaling without inhibiting the establishment of viable, proliferative cells. For rigor and reproducibility, we use the same IL-1 concentration for both isoforms and for all cell line backgrounds. We generated two independent sets of each chronic IL-1 subline and we indicate the number of times the cells were passaged in culture during the chronic IL-1 exposure: MCF7 chronic IL-1α sublines (MCas1 (9 passages in IL-1α for 24 weeks), MCas2 (14 passages in IL-1α for 24 weeks)), MCF7 chronic IL-1β sublines (MCbs1 (11 passages in IL-1β for 24 weeks), MCbs2 (14 passages in IL-1β for 24 weeks)), T47D chronic IL-1α sublines (T47Das1 (8 passages for 24 weeks), T47Das2 (19 passages for 24 weeks)), and T47D chronic IL-1β sublines (T47Dbs1 (11 passages in IL-1β for 28 weeks), T47Dbs2 (20 passages for 24 weeks)). Parental cell lines (MCF71 (14 passages in vehicle for 24 weeks), MCF72 (14 passages in vehicle for 24 weeks), T47D1 (8 passages in vehicle for 24 weeks), T47D2 (13 passages in vehicle for 24 weeks)) were cultured in vehicle control (1× phosphate-buffered saline, PBS) (Corning, Manassas, VA, USA; 21-040-CM) alongside the sublines. Cells were passaged when cells reached confluency or sub-confluency in order to expand cells and collect cells for analysis. Cell line authentication for MCF7 and T47D parental and subline cells was performed by STR profiling by the DNA Genotyping Core, UTSW Medical Center. We hereby confirm that none of the cell lines used required any ethical approval for their use.

### 4.3. Cell Treatments

#### 4.3.1. Cytokines

Human recombinant IL-1α (GoldBio, St. Louis, MO, USA; 1110-01A-100) or IL-1β (GoldBio, St. Louis, MO, USA; 1110-01B-100) was resuspended in 0.1% bovine serum albumin (BSA) (Thermo Fisher Scientific, Fair Lawn, NJ, USA; BP 1600-1) in 1× phosphate-buffered saline (PBS; Corning, Manassas, VA, USA; 21-040-CM). Cells were treated with vehicle control (0.1% BSA in 1× PBS), IL-1α or IL-1β added to DMEM/10% FBE growth medium.

#### 4.3.2. Gene Silencing (siRNA)

Cells were treated with 70 nM *ERα* siRNA (Dharmacon, Lafayette, CO, USA; M-003401-04-0020) or 70 nM *PR* siRNA (Dharmacon, Lafayette, CO, USA; M-003433-01-0005). Cells were transfected using the TransIT-X2 Dynamic Delivery System (Mirius, Madison, WI, USA; MIR 6003) in 250 µL of DMEM/10% FBE growth medium. The next day, an additional 150 µL of DMEM/10% FBE was added to MCF7 cells or 150 µL of RPMI 1640/10% FBE was added to T47D cells. Cells were analyzed for phenotypes 3 days later for a total of 4 days in siRNA reagent.

#### 4.3.3. Serum Starvation

Cells were plated in DMEM/2.5% FBE (for MCF7) or RPMI/2.5% FBE (for T47D) growth medium and after 2–3 days, the medium was replaced with DMEM/0% FBE or RPMI 1640/0% FBE (serum starvation) or DMEM/10% FBE or RPMI 1640/10% (replete medium control).

#### 4.3.4. Fulvestrant (FULV)

Cells were plated and maintained in DMEM/10% FBE or RPMI 1640/10% FBE growth medium, and after 2–3 days, the medium was replaced with DMEM/10% FBE plus 100 nM fulvestrant (FULV; ApexBio, Houston, TX, USA; Cat. No. A1428) or vehicle control (ethanol).

#### 4.3.5. Docetaxel (DTX)

Cells were plated and maintained in DMEM/10% FBE or RPMI 1640/10% FBE growth medium, and after 2–3 days, the medium was replaced with DMEM/10% FBE plus 10 nM docetaxel (DTX; Millipore Sigma, St. Louis, MO, USA;148408-66-6,) or vehicle control (DMSO).

### 4.4. Protein Analysis

#### 4.4.1. Western Blot

Protein isolation and Western blot were performed as previously described [16]. Western blot densitometry was performed using ImageJ (v 1.53k, NIH). Protein bands were normalized to β-actin loading control.

#### 4.4.2. Antibodies

Primary antibodies: LCN2 (Cell Signaling Technology, Danvers, MA, USA; 44058S), ERα (Cell Signaling Technology, Danvers, MA, USA; 8644S), PR (Cell Signaling Technology, Danvers, MA, USA; 3153S), and β-actin (Santa Cruz, Santa Cruz, CA, USA; sc-69879). Secondary antibodies: sheep anti-mouse (Jackson ImmunoResearch Laboratories, Grove, PA, USA; 515-035-062), goat anti-rabbit (Abnova, Walnut, CA, USA; PAB10822).

#### 4.4.3. Immunofluorescence

Cells were fixed with paraformaldehyde (PFA) for 15 min, then permeabilized with 0.2% triton for another 15 min. Fixed cells were blocked with 2.5% BSA in 1× PBS at room temperature for at least 30 min. Antibodies were diluted in 2.5% BSA in 1× PBS. Cells were incubated in primary antibody overnight at 4 °C, washed with 1× PBS, and then incubated with fluorescently labeled secondary antibody overnight at 4 °C in the dark. Primary antibodies: ERα (Cell Signaling Technology, Danvers, MA, USA; 8644S), PR (Cell Signaling Technology, Danvers, MA, USA; 3153S), and Ki67 (Millipore, Darmstadt, Germany, MAB4190). Fluorescently labeled secondary antibodies: Alexa Fluor 568, goat anti-rabbit (Invitrogen, Waltham, MA, USA; A11011); Alexa Fluor 488, goat anti-mouse (Invitrogen, Waltham, MA, USA; A11001). Nuclei were stained with DAPI (Roche Diagnostics, Basel, Switzerland; 10,236,276,001). Immunostained cells were imaged at 10× magnification using a Nikon epifluorescence microscope (Nikon, Melville, NY, USA).

### 4.5. Cell Counts

Follow treatment, medium and cell debris were removed. Attached cells were fixed with 100% cold methanol for at least 15 min. The nuclei were then stained with DAPI (Roche Diagnostics, Basel, Switzerland; 10,236,276,001) and automated counting of nuclei was done using the Cytation3 Imaging Reader (BioTek, Winooski, VT, USA). Cell counts were normalized to day 0 for each cell line. 220,000 > *n* > 100 total cells counted per biological replicate. Error bars = ±STDEV of 3 biological replicates; *p*-value = * ≤0.05, ** ≤0.005, *** ≤0.0005.

### 4.6. DAPI Ratio

Following siRNA treatment, medium and cell debris were removed, and attached cells were fixed and (immuno)stained for analysis. To confirm siRNA efficacy in a cell population, the ratio of the number of ERα- or PR-positive nuclei to DAPI-stained nuclei was determined. To assess the effect on proliferation in a cell population, the ratio of the number of Ki67-positive nuclei to DAPI-stained nuclei was determined. Cells were counted from ten (10) 10× magnification microscopy fields for each of 3 biological replicates. Ratios were normalized to control siRNA. *n* > 400 total cells counted per biological replicate. Error bars = ±STDEV of 3 biological replicate; *p*-value = * ≤0.05, ** ≤0.005, *** ≤0.0005.

### 4.7. RNA Sequencing and Differential Gene Expression Analysis

#### 4.7.1. RNA Sequencing and Differential Gene Expression

Based on previous established sublines [16,19,49] to best capture stable, heritable changes in gene expression, the established MCF7 chronic IL-1 sublines (MCas1, MCbs1) along with parental (MCF71) were subsequently cultured in normal growth medium for 28 weeks before RNA sequencing, and the established T47D chronic IL-1 sublines along with parental were subsequently cultured in normal growth medium for 48 weeks (T47D1, T47Das1) and 16 weeks (T47Dbs1) before RNA sequencing. Listed are the number of times parental and sublines were passaged in normal growth medium before sequencing: MCF71, 21 passages; MCas1, 17 passages; MCbs1, 20 passages; T47D1, 24 passages; T47Das1, 29 passages; T47Dbs1, 14 passages. RNA-sequencing and differential gene expression analysis was done as previously described, with the following cut offs: log2 counts per million (CPM) ≥ 0, log2 fold change (FC) ≥ 0.6 or ≤−0.6, false discovery rate (FDR) ≤ 0.05, *p*-value ≤ 0.05 [50]. RNA-seq datasets generated for this study are available at GEO NCBI, accession GSE335261.

#### 4.7.2. Over-Representation Analysis

Over-representation analysis (ORA) of differentially expressed genes was performed using the WEB-based Gene SeT AnaLysis Toolkit (WebGestalt) site (http://www.webgestalt.org/; accessed on 16 May 2026). Gene lists were analyzed using the gene ontology biological process functional database. The parameters for the enrichment analysis are minimum/maximum genes in a category = 5/2000, FDR method = BH, number of categories to report = top 40. Other filters: method of interest: over-representation analysis; organism of interest: Homo sapiens; functional database: gene ontology, biological process: noRedundant; analyte type: gene/protein; reference set: genome; significance level: top 40.

#### 4.7.3. Gene Set Enrichment Analysis

Gene Sete Enrichment Analysis (GSEA) was performed using WebGestalt (http://www.webgestalt.org/; accessed on 16 June 2026 with all genes ranked from the differential expression analysis. Enrichment was assessed against the Homo sapiens gene ontology (GO) biological process and KEGG pathway databases using a minimum/maximum gene set size of 5/500 genes, 1000 permutations, and reporting of the top 15 enriched categories. An FDR ≤ 0.25 is considered significant [34].

### 4.8. RNA Analysis

#### 4.8.1. RNA Isolation and Reverse Transcription Quantitative PCR (RT-qPCR)

RNA isolation and RT-qPCR were performed as previously described [16].

#### 4.8.2. Primer Sequences

5′-3′: *Beta actin (β-actin)*, forward GATGAGATTGGCATGGCTTT, reverse CACCTTCACCGGTCCAGTTT; *Ras related dexamethasone induced 1 (RASD1)*, forward CACGCCTACCATCGAGGACT, reverse AACACCAGGATGAAAACGTCTC; *EH domain-containing protein 2 (EHD2)*, forward AGCTCAACGACCTGGTGAAG, reverse AGATGACGGGCAGTTTGAGG; *Keratin 13* (*KRT13*), forward TGAGATGGAGTGCCAGAACC, reverse CTGCTGAGGAAGGGAAACCAA; *Ceruloplasmin (CP)*, forward CCCTGGAACATACCAAACCCT, reverse CAGCCAGATTGGTGTCTTCATTT; *Zona pellucida-like domain containing 1 (ZPLD1)*, forward GCCCCTTCCTTATGCCGATT, reverse GGTTGGAGTCTCATCACTCCG; *Hydroxycarboxylic Acid Receptor 1 (HCAR1)*, forward GGCTGCGGACAGGTATTTCA, reverse CACGCAGAGATGGTTCTCCA; *Purkinje cell protein 4 (PCP4)*, forward TGATGAGCGACAAGGTGCT, reverse CACGTTCTGTCTCTGGTGCAT.

### 4.9. Chromatin Immunoprecipitation Sequencing

#### 4.9.1. Sequencing

MCF71, MCas1, and MCbs1 cell (sub)lines, which had been cultured in normal growth medium over the course of 2.5 years for 71, 71, and 73 passages, respectively, were analyzed for epigenetic modifications using chromatin immunoprecipitation (ChIP). ChIP assays were performed at the MD Anderson Cancer Center Epigenomics Profiling Core as described previously [51,52] with some modifications. Briefly, MCF71, MCas1, and MCbs1 cells were crosslinked in 1% formaldehyde for 10 min at room temperature, followed by incubation with 125 mM glycine for 5 min to quench formaldehyde. The cells were pelleted and washed twice with ice cold PBS. Chromatin was prepared by nuclear isolation followed by lysis. Lysates were sonicated using a Bioruptor^®^ Pico (Diagenode, Denville, NJ, USA) to obtain DNA fragments ranging from 200 to 600 bp and cleared by centrifugation at 16,000× *g* for 10 min at 4 °C. Supernatant (chromatin lysate) was incubated with either H3K4me1, H3K4me3 (both from Abcam, Waltham, MA, USA), H3K27ac (Active Motif, Carlsbad, CA, USA) or H3K27me3 (Diagenode, Denville, NJ, USA) antibodies conjugated with DynabeadsTM Protein A beads (Invitrogen) overnight at 4 °C. The next day, bead-conjugated antibody-bound chromatin was collected using DynaMagTM-2 Magnet (Invitrogen) and washed extensively, followed by reverse crosslinking and DNA purification. Input and ChIP DNA libraries were prepared using the NEBNext^®^ Ultra™ II DNA Library Prep Kit for Illumina^®^ (New England Biolabs, Ipswich, MA, USA) following the manufacturer’s instructions and subjected to next-generation sequencing to obtain 25 million 50 bp paired-end reads per sample. ChIP-seq datasets generated for this study are available at GEO NCBI, accession GSE337025.

#### 4.9.2. Bioinformatics

Raw ChIP-seq reads were first evaluated for quality using fastQC (v 0.12.1), which provides metrics including per-base sequence quality, GC content, duplication levels, read length distribution, k-mer profiles, and potential adapter contamination. Adapter sequences and low-quality bases were then trimmed using fastp (v 0.24.0) to produce high-quality clean reads. For fastp, the adapters of pair-end data can be trimmed automatically by per-read overlap analysis, which seeks the overlap of each pair of reads. The processed reads were aligned to the human reference genome (GRCh38) using bwa (v 0.7.19). Then, samtools (v 1.21) was used for sorting, indexing, and mapping quality assessment. Duplicates were marked using picard (v 3.4.0). Macs2 (v 2.2.6) was applied to identify peaks through peak calling. Differential binding site analysis was performed using MAnorm (v 3.16.0) [53] software, which allowed us to identify differential binding peaks. The threshold MA values (similar to log2 fold change) higher than 1.0 or lower than −1.0 were used to determine the differential binding peaks.

#### 4.9.3. Heat Map

Deeptools software (v3.5.6) [54] was used to plot the heatmap of ChIP-seq signals around each H3K4me3 peak with differential binding signals selected by comparing peaks between MCas/MCbs and MCF7cell lines by MAnorm. Each peak region was displayed with 2Kb flanking regions around the summit of the peak.

## Figures and Tables

**Figure 1:**
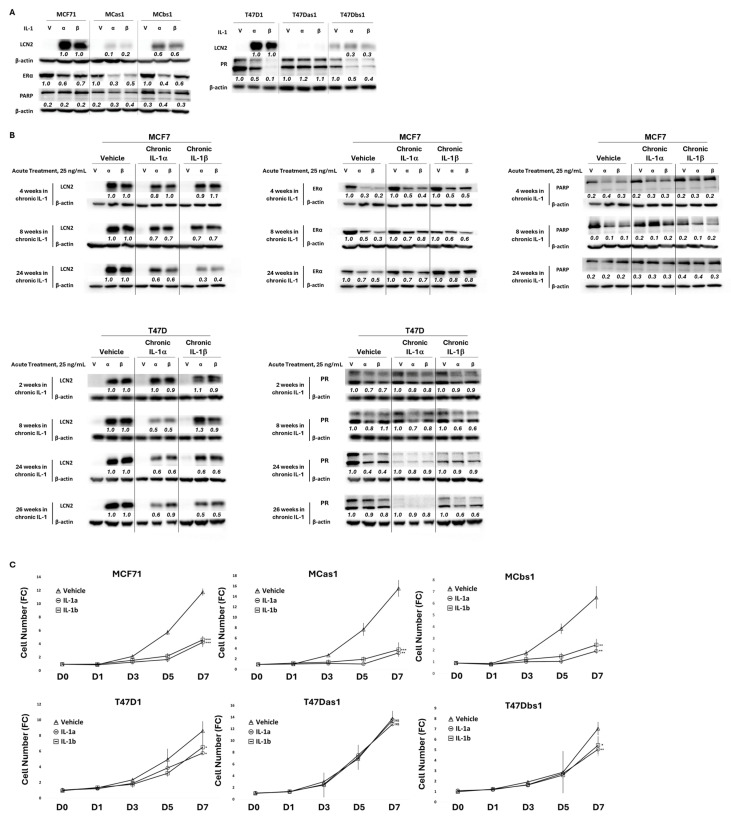
Chronic IL-1 selects for BCa cells that both lose and retain acute IL-1 responses. (**A**) MCF71 and T47D1 parental control cell lines, and their respective corresponding chronic IL-1 sublines, MCas1, MCbs1, T47Das1, and T47Dbs1, were treated acutely for 4 days with 25 ng/mL of IL-1α or IL-1β. Protein was isolated and Western blot was performed for ERα and PR hormone receptors and the canonical IL-1-induced gene, *Lipocalin 2* (*LCN2*), as a surrogate for IL-1 sensitivity. In comparison to parental control cells, the MCF7 and T47D chronic IL-1 sublines show attenuated response to acute IL-1 repression of LCN2 but, with the exception of T47Das1, maintain sensitivity to acute IL-1 repression of ERα and PR. MCF7 parental and subline cells were also analyzed for PARP cleavage, an indicator of apoptosis. Acute IL-1 does not induce considerable PARP cleavage, suggesting the acute IL-1 is not appreciably cytotoxic to MCF7 parental or subline cells. (**B**) MCF7 or T47D cell lines were cultured in 0.5 ng/mL of IL-1α or IL-1β chronically for 2, 4, 8, 24, and/or 26 weeks, and at each timepoint, cells were collected and replated in normal growth medium for 3 days to allow cells to attach in culture. Once attached in culture, cells were treated acutely for 4 days with 25 ng/mL of IL-1α or IL-1β, and protein was isolated to assess LCN2, ERα or PR accumulation, or PARP cleavage. Western blot analysis shows that within 8 weeks of chronic IL-1 exposure, cells begin to evolve an attenuated response to acute IL-1 treatment. (**C**) MCF71 and T47D1 parental and subline cells were treated with vehicle control, 25 ng/mL of IL-1α, or 25 ng/mL of IL-1β for 7 days. Attached cells were fixed and their nuclei were stained with the DAPI. DAPI-stained cells were counted before IL-1 treatment (day 0, “D0”) and at 1, 3, 5, and 7 days after treatment, and the average fold change (FC) in cell counts was plotted. IL-1-treated MCF71, MCas1, and MCbs1 cells show reduced proliferation rate, while IL-1 had comparably little or no effect on T47D1 parental and subline cells. Cell counts were normalized to day 0 for each cell line. *n* = 3 biological replicates; error bars = ±STDEV; *p*-value = * ≤0.05, ** ≤0.005, *** ≤0.0005. NS = not significant. Western blot densitometry was performed using ImageJ (v 1.53k) and protein bands normalized to β-actin loading control. LCN2 bands were further normalized to the parental control for each cytokine, ERα and PR bands were further normalized to the vehicle control within the cell line or subline, and the ratio of cleaved/full-length PARP was determined.

**Figure 2:**
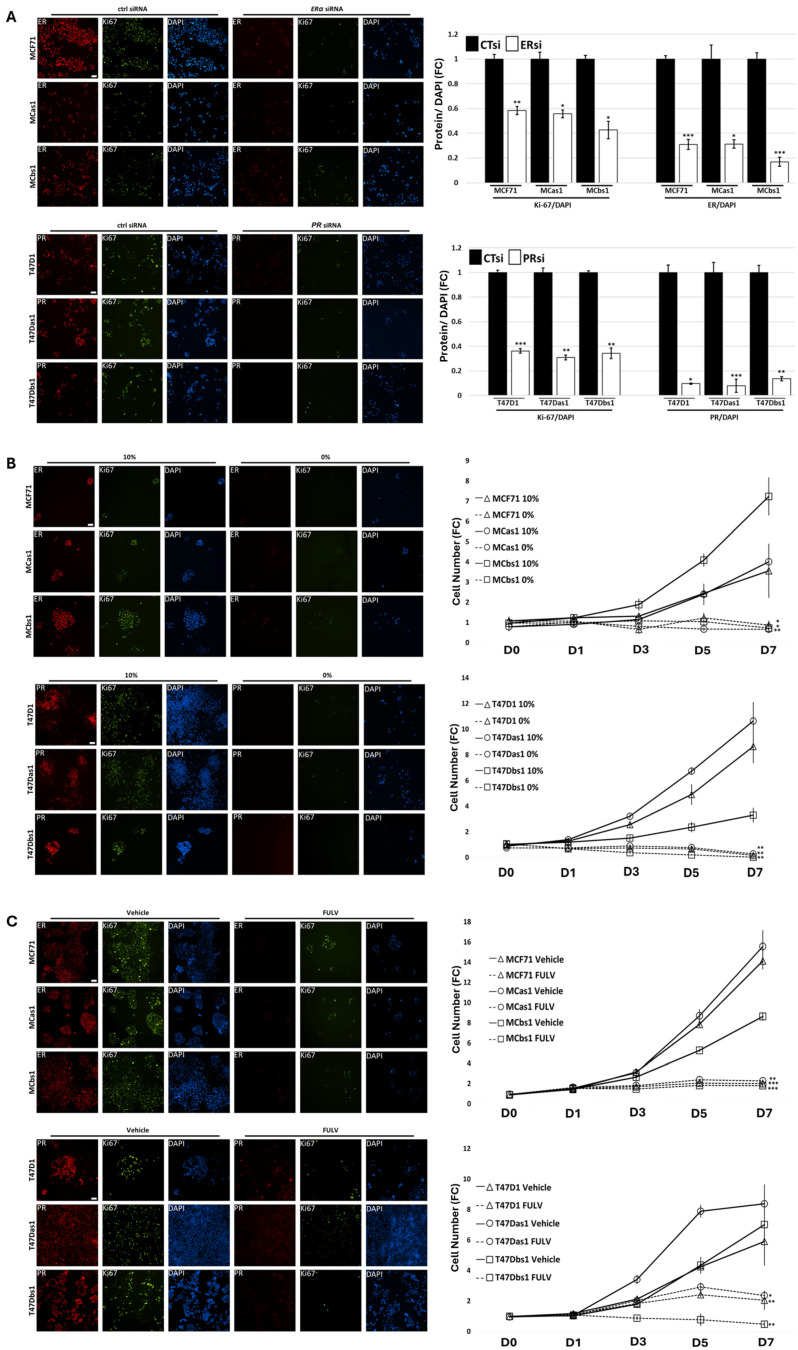
Chronic IL-1 sublines maintain dependency on ERα and PR hormone receptors. MCF71, T47D1, and subline cells were (**A**) transfected with 70 nM control siRNA, *ERα* siRNA, or *PR* siRNA for 4 days; (**B**) grown in 10% or 0% serum for 0, 1, 3, 5, and 7 days; or (**C**) treated with 100 nM fulvestrant (FULV) for 0, 1, 3, 5, and 7 days. Treated cells were fixed, DAPI-stained, and co-immunostained for ERα or PR and the proliferation maker, Ki67. To determine the treatment effect on cell proliferation, the ratio cells positive for ERα/DAPI, PR/DAPI, or Ki67/DAPI was plotted (**A**) or the number of DAPI-stained cells was counted over time (**B**,**C**). siRNA, serum starvation, and FULV treatment reduce ERα, PR, and Ki67 nuclear accumulation and proliferation in MCF71, T47D1, and subline cells. DAPI ratios were normalized to control siRNA and cell counts were normalized to day 0 for each cell line. *n* = 3 biological replicates; error bars = ±STDEV; *p*-value = * ≤0.05, ** ≤0.005, *** ≤0.0005. Images: scale bar = 100 μm.

**Figure 3:**
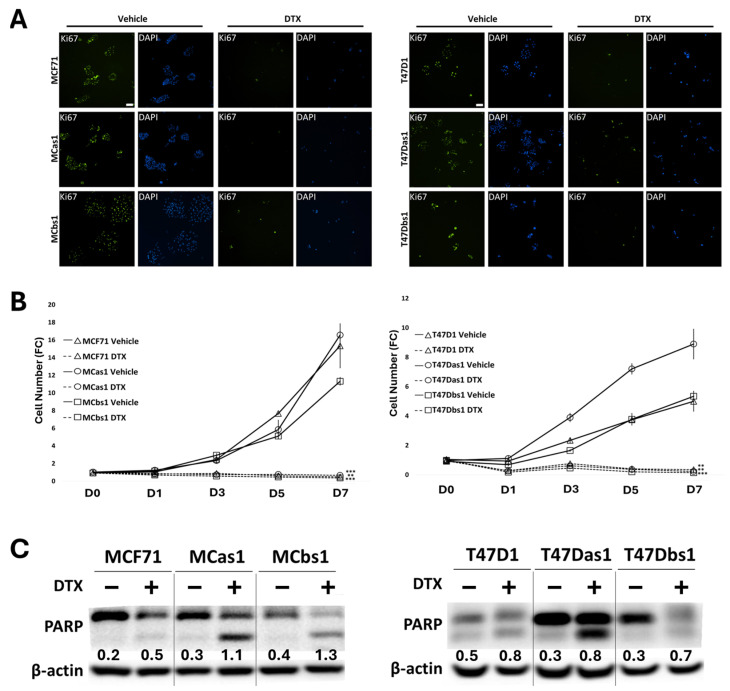
BCa chronic IL-1 sublines remain sensitive to chemotherapy. (**A**) MCF71, T47D1, and subline cells were treated with 10 nM docetaxel (DTX) for 3 days and co-stained with Ki67 and DAPI to determine the effect on proliferation. (**B**) MCF71, T47D1, and subline cells were treated with 10 nM DTX for 0, 1, 3, 5, and 7 days. Fixed, DAPI-stained cells were counted before treatment (day 0, “D0”) and at 1, 3, 5, and 7 days after treatment, and the average fold change (FC) in cell counts was plotted. (**C**) MCF71, T47D1, and subline cells were treated for 3 days with 10 nM DTX and analyzed for PARP cleavage by Western blot to assay for apoptosis. DTX treatment reduces Ki67 staining and DAPI cell counts over time, and induces PARP cleavage in the MCF71, T47D1, and sublines. Cell counts were normalized to day 0 for each cell line. *n* = 3 biological replicates; error bars = ±STDEV; *p*-value = ** ≤0.005, *** ≤0.0005. Images: scale bar = 100 μm. Western blot densitometry was performed using Image J and protein bands normalized to β-actin loading control, and the ratio of cleaved/full length PARP was determined.

**Figure 4:**
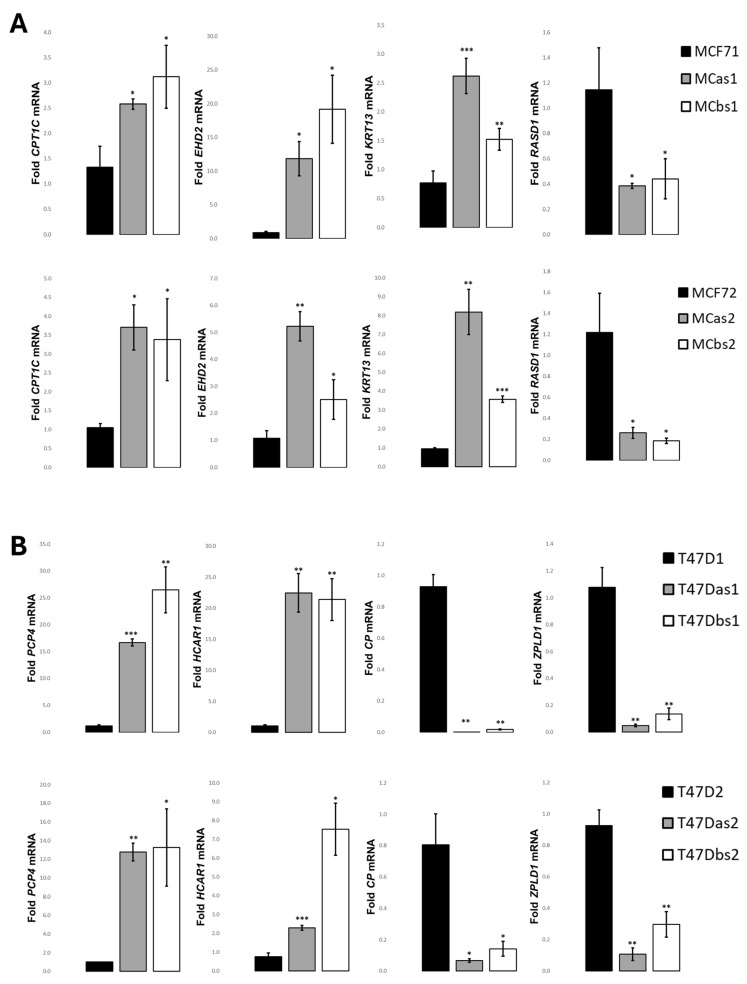
RT-qPCR confirmation of basally high and basally low expression for select genes identified by RNA-sequencing. (**A**) MCF71, MCas1, and MCbs1, and MCF72, MCas2, and MCbs2 were analyzed for the basal mRNA levels of the basally upregulated (*CPT1C*, *EHD2*, and *KRT13*) and basally downregulated (*RASD1*) genes by RT-qPCR. (**B**) T47D1, T47Das1, and T47Dbs1, and T47D2, T47Das2, and T47Dbs2 cells were analyzed for basal mRNA levels of the basally upregulated (*PCP4* and *HCAR1)* and basally downregulated (CP and ZPLD1) genes by RT-qPCR. Gene expression patterns for the select genes are conserved in both sets (1 and 2) of chronic IL-1 sublines. At the time of qPCR analysis, following chronic IL-1 exposure, MCas1, MCas2, MCbs1, and MCbs2 were out of IL-1 for 28 weeks; T47Das1 and T47Dbs1 were out of IL-1 for 52 weeks and 20 weeks, respectively; and T47Das2 and T47Dbs2 were out of IL-1 for 24 weeks. *n* = 3 biological replicates; error bars = ±STDEV; *p*-value = * ≤0.05, ** ≤0.005, *** ≤0.0005. Fold mRNA levels are normalized to parental control (MCF71, MCF72, T47D1, T47D2).

**Figure 5:**
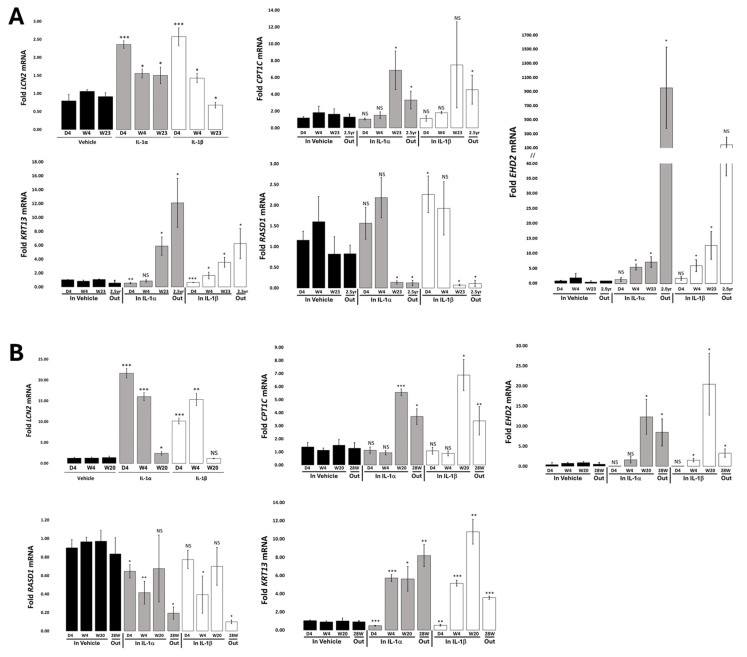
mRNA levels of select genes show conserved, predictable time-dependent basal expression patterns in chronic IL-1-exposed MCF7 cells. RT-qPCR was used to determine *LCN2*, *CPT1C*, *EHD2*, *KRT13*, and *RASD1* mRNA levels for (**A**) MCF71 parental cells grown in vehicle control, 0.5 ng/mL of IL-1α, or 0.5 ng/mL of IL-1β for 4 days, 4 weeks, or 23 weeks, or after 2.5 years of culturing in normal growth medium following removal from IL-1, or (**B**) MCF72 parental cells grown in vehicle control, 0.5 ng/mL of IL-1α, or 0.5 ng/mL of IL-1β for 4 days, 4 weeks, or 20 weeks, or after 28 weeks of culturing in normal growth medium following removal from IL-1. *n* = 3 biological replicates; error bars = ±STDEV; *p*-value = * ≤0.05, ** ≤0.005, *** ≤0.0005. NS = not significant. Attenuated IL-1 sensitivity and changes in basal gene expression can be detected as early as 4 weeks and by 20 or 23 weeks in IL-1 and maintain relative basal expression patterns after long-term culturing in normal growth medium. Fold mRNA levels are normalized to day 4 within each treatment.

**Figure 6:**
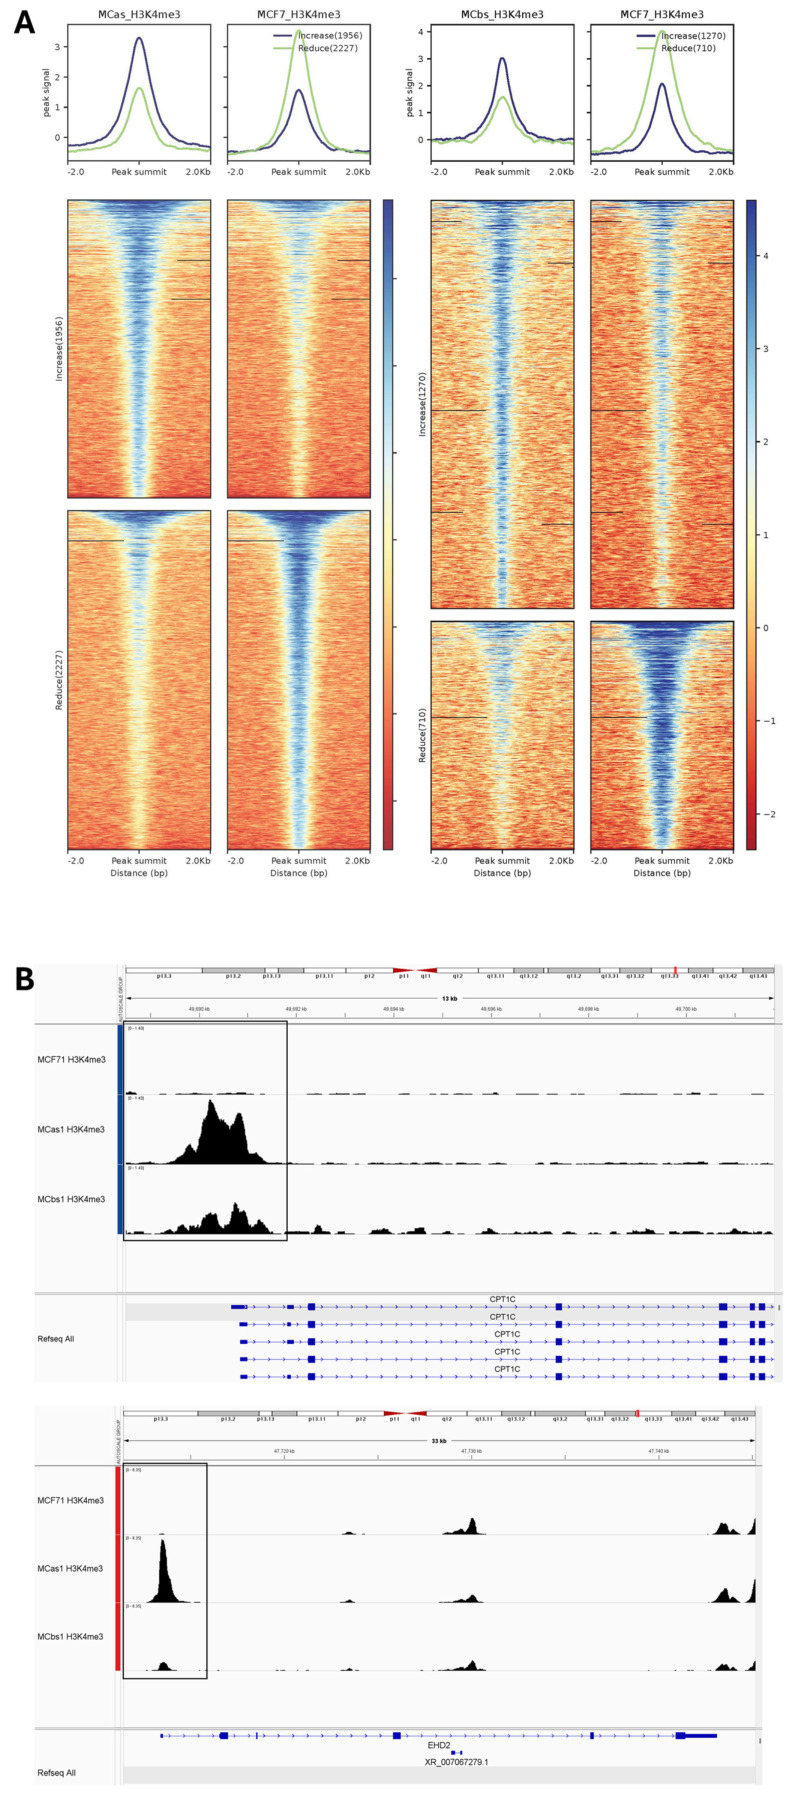
Chronic IL-1 exposure induces differential H3K4me3 binding in the MCF7 cell line. (**A**) Heat maps show peaks with differential H3K4me3 binding signals for MCas1 subline versus MCF71 parental (left) and MCbs1 subline versus MCF71 parental (right). Each peak region is displayed with 2Kb flanking regions around the summit of the peak. (**B**) Genome tracks show relative H3K4me3 enrichment at *CPT1C* and *EHD2* gene promoters (region framed in a black box) in MCF71 parental, MCas1, and MCbs1. Both genes are enriched for H3K4me3 promoter binding in the chronic IL-1 sublines relative to parental cells. Genome tracks were created using Integrative Genomics Viewer (v 2.12.3; IGV.org, UC San Diego, San Diego, CA, USA and Broad Institute Cambridge, MA, USA) with the reference human chromosome GRCh38/hg38. Arrows in the reference gene sequence (“Refseq All”) indicate transcriptional direction.

## Data Availability

Sequencing data generated for this report is publicly available at GEO NCBI Accession GSE335261 (RNA sequencing) and GEO NCBI Accession GSE337025 (ChIP sequencing).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms27136039/s1.

# Supplementary material for: Chronic IL-1 Exposure Attenuates IL-1 Response and Alters Gene Expression Regulation While Maintaining Therapeutic Sensitivity in BCa Cell Lines
**Source:** Int J Mol Sci. 2026 Jul 5;27(13):6039. doi: 10.3390/ijms27136039
**Supplement:** Supplementary file 1

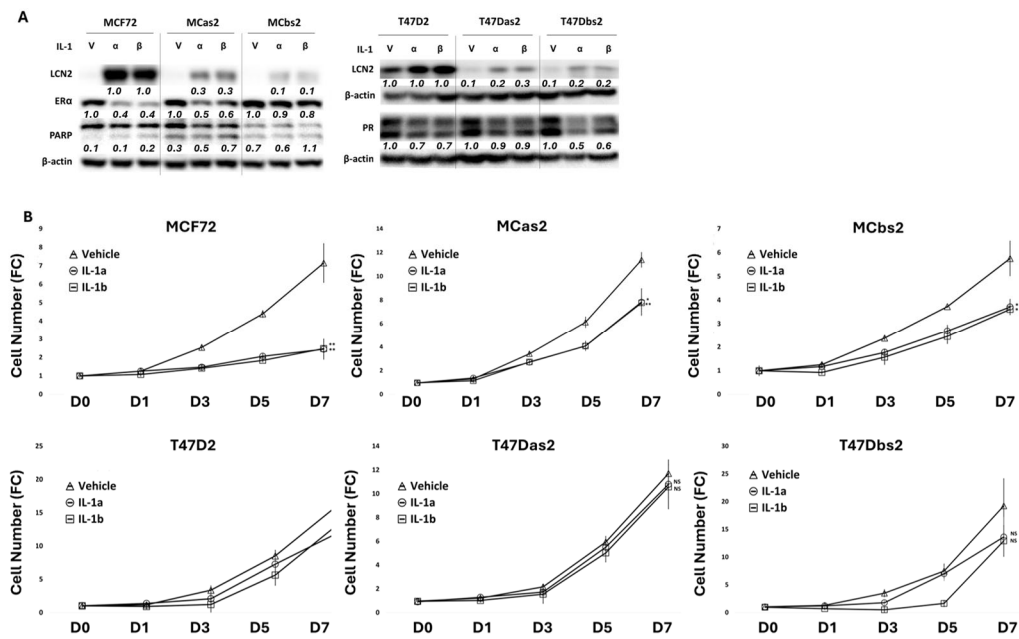

Figure S1. Chronic IL-1 selects for BCa cells that both lose and retain acute IL-1 responses. (A) MCF72 and T47D2 parental control cell lines, and their respective corresponding chronic IL-1 sublines, MCas2, MCbs2, T47Das2, and T47Dbs2, were treated acutely for 4 days with 25 ng/mL IL-1 α or IL-1 β . Protein was isolated and Western blot was performed for ER α and PR hormone receptors and the canonical IL-1-induced gene, *Lipocalin 2* (LCN2), as a surrogate for IL-1 sensitivity. In comparison to parental control cells, the MCF7 and T47D chronic IL-1 sublines show attenuated response to acute IL-1 repression of LCN2 but, with the exception of MCbs2, maintain sensitivity to acute IL-1 repression of ER α and PR. MCF7 parental and subline cells were also analyzed for PARP cleavage, an indicator of apoptosis. Acute IL-1 does not induce considerable PARP cleavage, suggesting the acute IL-1 is not cytotoxic for MCF7 parental or subline cells. (B) MCF72 and T47D2 parental and sublines cells were treated with vehicle control, 25 ng/mL IL-1 α , or 25 ng/mL IL-1 β for 7 days. Cells were fixed and stained with the DAPI nuclear marker. DAPI-stained cells were counted before IL-1 treatment (day 0, "D0") and on 1, 3, 5, and 7 days after treatment, and the average fold change (FC) in cell counts was plotted. IL-1-treated MCF72, MCas2, and MCbs2 cells show reduced proliferation rate, while IL-1 had comparably little or no effect on T47D2 parental and subline cells. Cell counts were normalized to day 0 for each cell line. N = 3 biological replicates; error bars = $\pm$ STDEV; p-value = * $\leq$ 0.05, ** $\leq$ 0.005, *** $\leq$ 0.0005. Western blot densitometry was performed using Image J and protein bands were normalized to β -actin loading control. LCN2 bands were further normalized to parental control for each cytokine, ER α and PR bands were further normalized to the vehicle control within the cell line or subline, and the ratio of cleaved/full length PARP was determined.

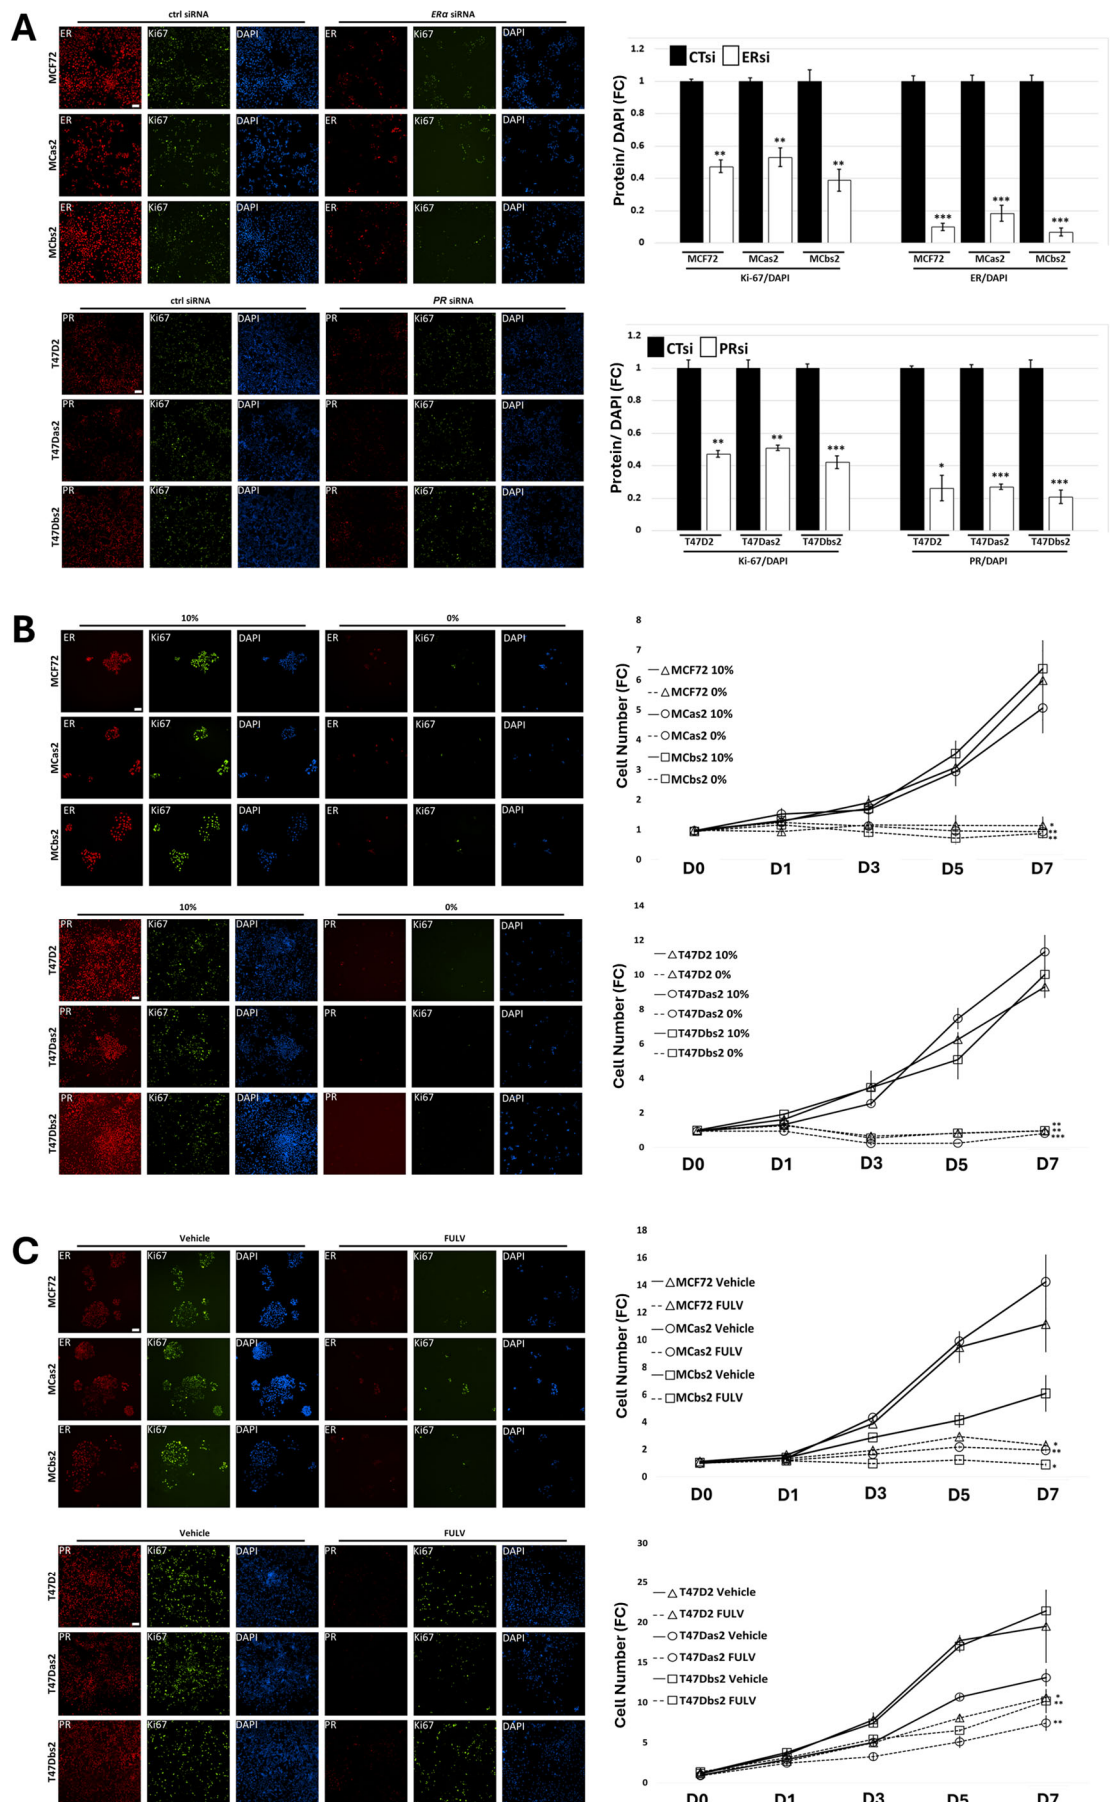

Figure S2. Chronic IL-1 sublines maintain dependency on ER α and PR hormone receptors. MCF72, T47D2, and subline cells were (A) transfected with 70nM control siRNA, ER α siRNA, or PR siRNA for 4 days; (B) grown in 10% or 0% serum for 0, 1, 3, 5, and 7 days; or (C) treated with 100 nM fulvestrant (FULV) for 0, 1, 3, 5, and 7 days. Treated cells were fixed, DAPI-stained, and co-immunostained for ER α or PR and the proliferation maker, Ki67. To determine the treatment effect on cell proliferation, the ratio cells positive for ER α /DAPI, PR/DAPI, or Ki67/DAPI were plotted (A), or the number of DAPI-stained cells counted over time (B, C). siRNA, serum starvation, and FULV treatment reduce ER α , PR, and Ki67 nuclear accumulation and proliferation in MCF72, T47D2, and subline cells. DAPI ratios were normalized to control siRNA and cell counts were normalized to day 0 for each cell line. N = 3 biological replicates; error bars = $\pm$ STDEV; p-value = * $\leq$ 0.05, ** $\leq$ 0.005, *** $\leq$ 0.0005. Images: scale bar = 100 μ m. D = day, FC = fold change.

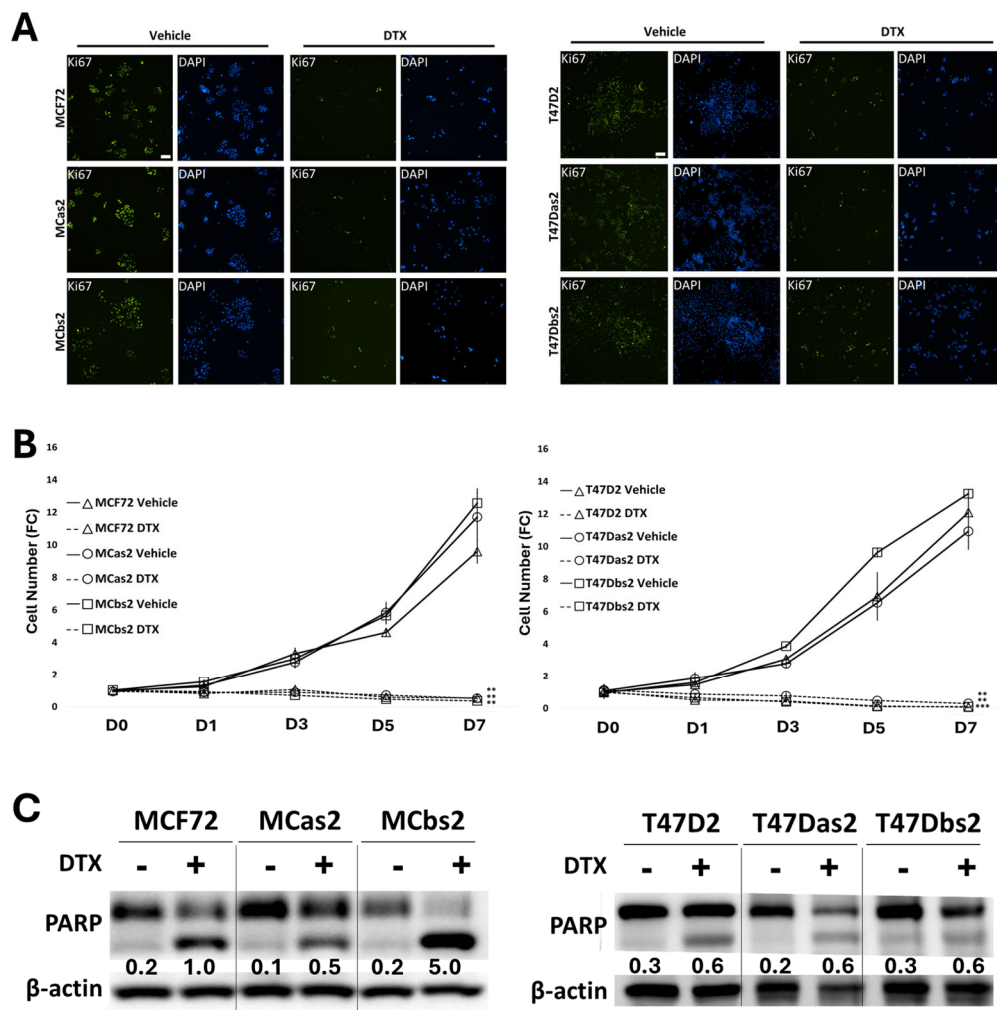

Figure S3. BCa chronic IL-1 sublines remain sensitive to chemotherapy. (A) MCF72, T47D2, and subline cells were treated with 10 nM docetaxel (DTX) for 3 days and co-stained with Ki67 and DAPI to determine the effect on proliferation. (B) MCF71, T47D1, and subline cells were treated with 10 nM DTX for 0, 1, 3, 5, and 7 days. Fixed, DAPI-stained cells were counted before treatment (day 0, "D0") and on 1, 3, 5, and 7 days after treatment, and the average fold change (FC) in cell counts was plotted. (C) MCF72, T47D2, and subline cells were treated for 3 days with 10 nM DTX and analyzed for PARP cleavage by Western blot to assay for apoptosis. DTX treatment reduces Ki67 staining and DAPI cell counts over time, and induces PARP cleavage in the MCF72, T47D2, and sublines. Cell counts were normalized to day 0 for each cell line. N = 3 biological replicates; error bars = $\pm$ STDEV; p-value = * $\leq$ 0.05, ** $\leq$ 0.005, *** $\leq$ 0.0005. Images: scale bar = 100 μ m. Western blot densitometry was performed using Image J and protein bands normalized to β -actin loading control and the ratio of cleaved/full length PARP was determined.

How the deposited data were processed for this re-analysis (not part of the article)

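RNA was measured by sequencing in the human breast cancer cell lines MCF7 and T47D, in 10 groups of 3 libraries: vehicle, acute IL-1α, acute IL-1β, an IL-1α subline and an IL-1β subline in each line. The authors name FastQC, TopHat, Picard, featureCounts and edgeR and the build hg19 in the notes to the deposited files, without versions, settings or order. Libraries were of stranded total RNA, read from 1 end on a NextSeq instrument. The authors deposited 4 tables of comparisons with vehicle-treated parental cells, each with 2 comparisons, and the log2 fold change and mean log2 CPM of each gene in these tables were made by the authors, the mean over the libraries of the line. A likelihood ratio, the score behind each test, was also computed by the authors, and the p-value and FDR of each gene follow from it in the deposited tables: FDR values recomputed by the Benjamini-Hochberg method over all genes of the table differed by at most 2.33e-15. The authors deposited 12 over-representation tables as well, with an enrichment ratio, a count of genes found and an FDR per category, and lists of the called genes. Values per library are not in these files, although the study design had assumed CPM per library, so the planned fits with limma on log2 CPM could not be made, and the depth of each library is not known here. The column heads of the deposited tables number the MCF7 lines with 4 and the T47D lines with 3 where the study's text has 1, and they were read as the same lines because each table's sheet is named as in the text.

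Calls were recounted from the authors' values at the study's cut-offs: a mean log2 CPM of at least 0, an FDR of at most 0.05 and a log2 fold change of at least 0.6 in the same direction with both isoforms. A gene list member counted as risen or fallen at an FDR of at most 0.05 with no fold change minimum, over all genes and again adjusted over the list alone. Overlaps were tested with one-sided Fisher's exact tests over genes measured in both lines, after leaving out rows whose name is a number. Comparisons that share vehicle libraries were set against 100 simulated draws of unchanged groups. Standard errors were derived as the size of the log2 fold change divided by the root of the likelihood ratio, and differences between cell lines or between isoforms were tested as the difference over its standard error with a normal distribution, adjusted by the Benjamini-Hochberg method, and called at an adjusted p of at most 0.05 and a difference of at least 0.6, or, for the members of a gene list, at that adjusted p with no minimum difference. Differences between isoforms treat both comparisons of a table as independent although they share vehicle libraries, which makes their standard errors too large. The mean of both comparisons, compared between cell lines, was given the mean of their standard errors. That is an upper limit for the spread of libraries and holds no spread between the 2 sublines of a line. Gene lists were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the signed roots of the likelihood ratios, with a preset correlation between genes of 0.01, adjusted over all lists with at least 3 measured genes and all 8 comparisons. A correlation estimated from the data needs values per library, so no call could be repeated with one. Medians of lists were set against 10000 random lists matched on mean expression in 20 bins. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The order of genes was taken from the RefSeq annotation of GRCh38.p14, by symbol, since the authors' build holds no positions in these tables.

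All 22 gene lists, the rule for naming genes and a first set of alternatives were written before the data were examined, while the set tests on likelihood ratios and the tests of differences in the form used here were chosen once the contents of the files were known. The lists cover NF-κB target and cytokine genes, acute phase and antimicrobial genes, IL-1 receptor and proximal signaling genes, interferon-stimulated genes, antigen presentation genes, estrogen receptor target genes, luminal identity and hormone receptor genes, DNA replication genes, mitosis genes, G1 cyclin and CDK inhibitor genes, steroid hormone metabolism genes, cholesterol synthesis genes, epithelial-mesenchymal transition genes, basal and squamous keratin genes, hypoxia and glycolysis genes, unfolded protein and integrated stress response genes, heat shock genes, mitochondrially encoded genes, cytosolic ribosomal protein genes, and fibroblast, leukocyte and endothelial marker genes. No mitochondrially encoded gene was measured in the tables. Genes were named when they were among the 10 with the largest mean change in each direction of a comparison, among the 10 largest changes shared by comparisons, among the up to 4 called members of a list with the smallest FDR, or named by the study; COL1A1, VIM, SGK2 and TMEM238 were chosen after their values were seen. The rule also asked that libraries separate without overlap, which could not be applied without values per library. S100A7A, S100A8, SAA1, IFI44 and IFI44L had been seen in the study's supplementary table before the lists were written. Steps were tested on simulated data: at an assumed depth and spread, 100% of genes changed by a log2 fold of 2 were called, and 1 of 13321 unchanged genes in MCF7 and 0 of 13402 in T47D. Alternatives tried were a mean CPM of at least 5, no fold change cut-off, a log2 fold change of at least 1, calls in either comparison, adjustment over expressed genes alone, standard errors 2 times as large or smaller by the root of 2, ranks in the set test and a preset correlation of 0.05. Chromatin immunoprecipitation data, RT-qPCR, cell counts and protein blots were left out because no processed files for them were used here.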

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

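The form of the set tests and of the tests of differences between cell lines or isoforms was chosen once the files were found to hold comparisons alone, and the test of chromosome neighbours against gene families that begin with the same letters, the tests of explanations for the interferon-stimulated genes in MCas1 and for the genes induced in T47D1 were chosen after the result was seen.

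Gene groups whose log2 fold changes differed between the cell lines are given first, as median differences, MCF7 minus T47D, that passed limma's set test on the differences. After acute IL-1, the difference was 1.04 for NF-κB target and cytokine genes, 5.77 for acute phase and antimicrobial genes, 0.48 for unfolded protein and integrated stress response genes, 0.48 for epithelial-mesenchymal transition genes, 0.28 for cholesterol synthesis genes, 0.20 for estrogen receptor target genes and -0.29 for DNA replication genes. In the sublines, it was 0.77 for NF-κB target and cytokine genes, 5.27 for acute phase and antimicrobial genes, 2.01 for interferon-stimulated genes, 0.71 for steroid hormone metabolism genes, 0.66 for estrogen receptor target genes, 0.25 for cytosolic ribosomal protein genes, -0.87 for cholesterol synthesis genes and -1.44 for mitosis genes. With a preset correlation of 0.05, 5 of these had an adjusted p above 0.05: acute epithelial-mesenchymal transition (0.103), cholesterol synthesis (0.0578) and estrogen receptor target genes (0.0818), and steroid hormone metabolism (0.127) and cytosolic ribosomal protein genes (0.128) in the sublines. By ranks, 4 did: acute epithelial-mesenchymal transition (0.66) and estrogen receptor target genes (0.189), and steroid hormone metabolism (0.0818) and estrogen receptor target genes (0.144) in the sublines. Genes named by the study differed as well: after acute IL-1, the hormone receptor genes AR (-0.73), ESR1 (-0.98) and PGR (1.74), the acute phase genes LCN2 (9.56) and CP (7.06), and ZPLD1 (-3.94). In the sublines, differences for the receptor genes were 0.64 for AR, -0.60 for ESR1, -0.76 for PGR, -3.03 for IL1R1 and -3.96 for HCAR1, and 5.94 for LCN2, 8.02 for CP, 1.33 for ICAM1, 4.09 for CPT1C, 5.42 for EHD2, -4.46 for PCP4, -1.84 for ZPLD1 and -1.23 for MKI67. The differences in the sublines, of gene groups and of genes, compare means of 2 sublines and can rest on 1 of them. ESR1 was higher than in parental cells in T47Das1 and did not pass in T47Dbs1. AR had -1.42 in T47Dbs1, against a mean of -0.86 over both T47D sublines. Of 15 such genes tested in each setting, 6 differed after acute IL-1 and 13 in the sublines, within 1287 and 5014 genes that differed overall.

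Gene groups that the study's text on its RNA-seq does not name also changed with both isoforms, by limma's set test, with medians for IL-1α and IL-1β in turn. Interferon-stimulated genes rose after acute IL-1 in MCF71 (0.81 and 0.90) and T47D1 (0.70 and 0.76), as did antigen presentation genes (0.86 and 0.85, and 0.70 and 0.76). Cholesterol synthesis genes rose after acute IL-1 in MCF71 (0.31 and 0.36, the first with an adjusted p of 0.0722 at a preset correlation of 0.05) and were lower in MCas1 (-0.46) and MCbs1 (-0.72). Epithelial-mesenchymal transition genes rose in MCF71 (0.29 and 0.095) and T47D1 (0.15 and 0.29), with adjusted p of 0.306, 0.242, 0.13 and 0.0235 when ranks replaced values. Basal and squamous keratin genes fell in T47D1 (-0.53 and -0.56), unfolded protein and integrated stress response genes rose in MCF71 (0.41 and 0.46), and cytosolic ribosomal protein genes were lower in T47Das1 (-0.71) and T47Dbs1 (-0.31). Leukocyte marker genes rose in MCF71 (0.79 and 0.92), over 3 measured genes, with adjusted p of 0.266 and 0.242 by ranks.

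Differences between sublines and parental cells clustered along the chromosomes: in T47Das1, 100 of 116 genes from EARS2 to PHKB were higher (median 1.04) and 125 of 139 from PHRF1 to CCDC34 lower (median -1.03), and in T47Dbs1, 293 of 336 genes from C4B_2 to CUL9 were higher (median 0.63). Shared reads of adjacent gene copies were taken to reach near neighbours alone, while genes 10 to 20 places apart still had a rank correlation of up to 0.170 in the sublines (T47Dbs1, with a highest shuffle of 0.00485). A run of gene copies can span more places than that, so this distance alone cannot decide on shared reads. Over pairs of genes whose symbols differ in their first 3 letters, the lowest correlation of the sublines was 0.0952 (MCas1), against 0.100 over all pairs. Co-regulated neighbours can have unlike symbols, so this test cannot decide on families of co-regulated genes, which stay open. After acute IL-1 in T47D1, 42 genes from NEU1 to HLA-DPB1 also lay in windows beyond the shuffles. Gain or loss of chromosome segments remains a candidate explanation, since the correlation was at least 0.100 in each subline, against 0.0259 at most after acute IL-1, and windows of 41 genes beyond the shuffles held 6.76% of genes in MCas1, 9.65% in MCbs1, 2.70% in T47Das1 and 7.89% in T47Dbs1. The value of 0.0259, in T47D1 with IL-1α, also lay above its highest shuffle (0.00606). Regional changes of chromatin were not tested and stay open, and no DNA data were analysed here.

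Interferon-stimulated genes were higher in MCas1 than in MCbs1 by a median of 3.18, far above the highest of 10000 random lists (0.309), which argues against the authors' normalization as the source. Leukocyte marker genes were lower in MCas1 than in MCbs1 by a median of -2.20 over 3 genes (adjusted p = 0.0292, and 0.0644 with a preset correlation of 0.05, limma's set test). Of these genes, CD68 and CORO1A were called up in both MCF7 sublines against parental cells. The same list rose after acute IL-1 in MCF71 (medians 0.79 and 0.92), though not by ranks. Since the list also moved with treatment of parental cells, it cannot decide on RNA of leukocytes, which stays open. The prediction for that explanation first named fibroblast and endothelial markers too. It was narrowed after COL1A1 and COL3A1, collagen genes of fibroblasts, were seen to be higher in MCas1 (1.35 and 3.05) than in MCbs1 (-0.60 and 0.84) in the authors' deposited table. The fibroblast marker genes as a list had a median difference of 0.26, with 2 of 5 higher in MCas1 and 2 lower (adjusted p = 0.146). That does not show a rise and decides nothing, so RNA of fibroblasts stays open. An isoform difference already present after 4 days was not seen, with a median of -0.0102 between IL-1α and IL-1β in MCF71 (adjusted p = 0.876). One subline per isoform and line was sequenced, so the isoform and the history of the subline cannot be separated, and chronic IL-1α exposure stays open and untested.

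Genes that acute IL-1 induced in T47D1 were lower than in parental cells in the T47D sublines, where 53 of them were called down and 3 up. Chance values of the shared vehicle libraries would give a covariance of acute and chronic changes above 0, while it was -0.0244, below the lowest of the simulated draws (0.00711). Lower basal expression of IL-1 targets after chronic exposure stays open, and no biological explanation was tested.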

How the results depend on the processing

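Adjustment over expressed genes alone, standard errors 2 times as large or smaller by the root of 2, ranks in the set test, a preset correlation of 0.05, the stricter CPM minimum for single comparisons and gene lists, and the fold change and either-comparison rules for shared genes were chosen after the results were seen. Of 71 counts under an alternative, 33 stayed within 1.5 times the count reported and 38 did not. With a mean CPM of at least 5, which leaves fewer genes, 980 genes were called after acute IL-1 in MCF7 and 147 in T47D, 937 in the MCF7 sublines, 57 in both lines after acute IL-1, 166 in the sublines of both lines, 263 in both settings in MCF7 and 58 in T47D. Single comparisons then called 1103 genes for IL-1α and 1308 for IL-1β in MCF71, and 183 and 190 in T47D1. With no fold change cut-off, a looser rule, 4440 genes were called after acute IL-1 in MCF7, 959 in T47D, 4687 in the MCF7 sublines and 5647 in the T47D sublines. A log2 fold change of at least 1, a stricter rule, called 711, 69, 546 and 980 in the same order. Calls in either comparison, again looser, came to 439 genes after acute IL-1 in T47D, 4057 in the MCF7 sublines and 7803 in the T47D sublines. Genes shared by both lines came to 465, 24 and 177 after acute IL-1 under these 3 rules in turn and to 1844, 63 and 2421 in the sublines, those shared by both settings to 1807, 153 and 1359 in MCF7 and to 507, 28 and 394 in T47D, where calls in either comparison left 45 genes called after acute IL-1 alone. Which direction held more genes turned in MCF7 after acute IL-1, from 751 up and 780 down to 519 and 461 with a mean CPM of at least 5, 2293 and 2147 with no fold change cut-off and 399 and 312 with a log2 fold change of at least 1; in T47D after acute IL-1, from 151 and 87 to 201 and 238 with calls in either comparison; and in the MCF7 sublines, from 881 and 536 to 2163 and 2524 with no fold change cut-off. Single comparisons turned in MCF71 with IL-1α (839 up and 917 down, to 567 and 536) and in MCbs1 (1578 and 1433, to 997 and 1082) with a mean CPM of at least 5, and in T47D1 with IL-1β (185 and 179, to 188 and 194) with adjustment over expressed genes alone; the cause was not tested. Standard errors 2 times as large, which raise every p, left 950 genes that differed between MCas1 and MCbs1 and 519 that differed between the lines after acute IL-1, and in the sublines turned 2585 genes higher in MCF7 and 2429 in T47D to 2068 and 2080. Standard errors smaller by the root of 2, for isoforms that share vehicle libraries, raised the genes that differed between acute IL-1α and IL-1β from 0 to 31 in MCF7 and from 0 to 2 in T47D. Adjustment over expressed genes alone called 1541 and 245 genes after acute IL-1 and 1429 and 2120 in the sublines, of MCF7 and T47D in turn.

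Of 164 gene list tests, 75 passed. A preset correlation of 0.05 left 154 on their side of the threshold and ended 10 calls, a mean CPM of at least 5 ended 3 of 148, and ranks ended 13 and added 8; no list reversed. Of 38 tests of lists between the lines, 15 passed, the higher correlation ended 5, and ranks ended 4 and added 2; of 81 between isoforms, 25 passed, the higher correlation ended 16, and ranks ended 7 and added 5. DNA replication genes in T47D1 with IL-1β (adjusted p = 0.223), interferon-stimulated genes in T47Das1 (0.14), estrogen receptor target genes in T47Dbs1 (0.0814) and luminal identity genes in T47Dbs1 (0.142) were among the calls ended by the higher correlation.

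No paired analysis was possible because the tables hold no values per library. For the same reason the planned log2(CPM + 0.1) and log2(CPM + 1), median-of-ratios rescaling, fits of 3 groups, recovered reads and the leaving out of each library were not run, and other splits of the samples could not be counted. Adjustment over every gene before the filter, also planned, is what the authors' tables already hold. What depth limits could not be measured, since the depth of each library is not known here.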

Differences from the paper's values

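The set tests below, in the form used, were chosen once the files were found to hold comparisons alone. Counts of called genes, recounted from the authors' deposited tables at the study's cut-offs, lay within 1.5 times the paper's throughout. The paper states that IL1R1 and the gene of IL-1RAcP are not significantly differentially expressed among the 4 sublines. IL1R1 passes the study's cut-offs in both T47D sublines in the authors' deposited tables, with log2 fold changes of 3.21 and 0.66, and is lower in MCas1 (-1.63, FDR 1.19e-32), while IL1RAP passes in neither line's pair of sublines but does in T47Das1 taken alone (-0.83, FDR 3.21e-30). For acute IL-1 in MCF7, the paper states that downregulated genes are enriched for estrogen response. The list of estrogen receptor target genes had medians of 0.12 and 0.15 there and did not pass the set test (adjusted p = 0.884 and 0.336, limma), while in T47D1, where the paper states the same, it fell. The paper also proposes, for chronic IL-1α, IL-1β or both in MCF7, that downregulated genes are enriched for steroid hormone metabolism. That list had medians of -0.10 in MCas1 and -0.04 in MCbs1, with means of 0.15 and 0.30, and passed in neither. The gene lists are not the categories of the paper's enrichment analysis. That analysis also used a looser FDR limit than the adjusted p of at most 0.05 at which a list passed here.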

Other observations

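The lists described here were fixed beforehand, though S100A7A, S100A8, SAA1, IFI44 and IFI44L had by then been seen in the study's supplement. The form of their test was chosen once the files were found to hold comparisons alone. The genes COL1A1 and COL3A1 named above, VIM and the genes missing from name lists below were chosen after their values were seen. The study follows the proteins of LCN2, ESR1 and PGR; as RNA, in the authors' deposited tables, LCN2 was lower than in parental cells in T47Das1 (-10.24) and T47Dbs1 (-2.05), and had -1.20 in MCas1 (FDR 9.42e-06) and 0.78 in MCbs1 (FDR 0.000364). ESR1 had 0.06 in MCas1 (FDR 0.676) and 0.04 in MCbs1 (FDR 0.795), 1.24 in T47Das1 (FDR 7.84e-83) and 0.05 in T47Dbs1 (FDR 0.506), in the authors' deposited tables. PGR had -0.63 in MCas1, -0.83 in MCbs1, 0.23 in T47Das1 and -0.18 in T47Dbs1 in the authors' deposited tables. Estrogen receptor target genes fell in T47Das1 (median -0.89, adjusted p = 6.29e-05, limma's set test), and luminal identity and hormone receptor genes rose there (median 0.49, adjusted p = 0.000877). In T47Dbs1, their medians were -0.17 and 0.11. Both lists passed there as well, but not with a preset correlation of 0.05 or with ranks.

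Unfolded protein and integrated stress response genes fell in MCas1 (median -0.42, adjusted p = 0.0016) and T47Das1 (median -1.51, adjusted p = 8.44e-07), and did not pass in MCbs1 (median -0.42, adjusted p = 0.383, though 0.0409 with ranks) or T47Dbs1 (adjusted p = 0.303). Cytosolic ribosomal protein genes fell in MCas1 (median -0.44, adjusted p = 5.1e-05) and did not pass in MCbs1 (adjusted p = 0.657). Interferon-stimulated genes rose in MCas1 (median 4.05, adjusted p = 5.76e-142), did not pass in MCbs1 (adjusted p = 0.431) or T47Dbs1 (adjusted p = 0.0753), and fell in T47Das1 (median -0.78, adjusted p = 0.0222, and 0.14 with a preset correlation of 0.05). Antigen presentation genes rose in MCas1 (median 1.53, adjusted p = 9.81e-26) and fell in MCbs1 (median -1.11, adjusted p = 3.47e-07). Hypoxia and glycolysis genes passed in no comparison (lowest adjusted p 0.112), nor did heat shock genes (0.133, in MCF71 with IL-1β, though 0.00644 there with ranks) or endothelial marker genes (0.383). Fibroblast marker genes passed in MCas1 alone (median 1.16 over 5 genes, adjusted p = 0.0454, and 0.0747 with a preset correlation of 0.05); VIM, the intermediate filament gene of mesenchymal cells, had -0.93 in MCas1 and -2.63 in MCbs1 in the authors' deposited table.

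Recounting called genes that are absent from the authors' name lists: TNFAIP2 after acute IL-1 in MCF7, and CDKN3, COL11A1, PDIA5, PLEKHG4B and SLC5A3 in the T47D sublines, all of which pass the study's cut-offs in the authors' deposited tables.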
